# A label-retaining but unipotent cell population resides in biliary compartment of mammalian liver

**DOI:** 10.1038/srep40322

**Published:** 2017-01-13

**Authors:** Janeli Viil, Mariliis Klaas, Kadri Valter, Denis Belitškin, Sten Ilmjärv, Viljar Jaks

## Abstract

Cells with slow proliferation kinetics that retain the nuclear label over long time periods–the label-retaining cells (LRCs)–represent multipotent stem cells in a number of adult tissues. Since the identity of liver LRCs (LLRCs) had remained elusive we utilized a genetic approach to reveal LLRCs in normal non-injured livers and characterized their regenerative properties *in vivo* and in culture. We found that LLRCs were located in biliary vessels and participated in the regeneration of biliary but not hepatocyte injury. In culture experiments the sorted LLRCs displayed an enhanced self-renewal capacity but a unipotent biliary differentiation potential. Transcriptome analysis revealed a unique set of tumorigenesis- and nervous system-related genes upregulated in LLRCs when compared to non-LRC cholangiocytes. We conclude that the LLRCs established during the normal morphogenesis of the liver do not represent a multipotent primitive somatic stem cell population but act as unipotent biliary progenitor cells.

The regenerative potential in adult tissues is commonly attributed to a rare population of tissue-specific somatic stem cells. Mammalian liver possesses an extraordinary regenerative capacity^1^ and there has been a long-standing view that potential liver stem/progenitor cells are located in the smallest biliary vessels - the canals of Hering (reviewed in ref. 2). The biliary origin of liver progenitors was further supported by findings that liver regeneration is often accompanied by the appearance of proliferative biliary cells with characteristic oval nuclei–the oval cells. In addition, cells bearing biliary markers have been shown to possess enhanced regenerative properties (reviewed in ref. 3). However, this concept has been recently challenged by a series of *in vivo* lineage tracing experiments, which demonstrate that a subset of hepatocytes might be the source of bipotent progenitor cells that contribute to the two liver parenchymal compartments - the hepatocytes and biliary cells^4^,^5^,^6^,^7^,^8^,^9^,^10^.

Somatic stem cells are characterized by their ability to self-renew, the ability to regenerate all cell types in a given tissue and relative proliferative quiescence. Consequently, the retention of nuclear DNA label has been used as a measurement of slow proliferation rate to identify potential tissue-specific stem cells termed the label-retaining cells (LRCs)^11^. Prior to the era of advanced mouse genetics a pulse administration of nucleotide analogues such as tritiated thymidine (^3^H-thymidine) or 5-bromo-2′-deoxyuridine (BrdU) followed by a chase period was used to identify quiescent cells in various tissues. Such approach was used to identify potential stem cells in oral mucosa and epidermis^11^, the intestine^12^, corneal limbus^13^, hair follicles^14^, mammary gland^15^ and hematopoietic system^16^. However, the need for tissue processing for detecting the nuclear label excluded the possibility to directly isolate live LRCs and their closer characterization. Only the use of genetically modified mice facilitated the isolation and extensive characterization of LRCs from hair follicles, hematopoietic tissue, kidney, mammary gland, intestine, thymic epithelium, prostate and submandibular gland^17^,^18^,^19^,^20^,^21^,^22^,^23^,^24^.

Although there is evidence that liver contains LRCs^25^,^26^ their cellular identity and contribution to liver repair has been an open question. We hypothesized that liver LRCs (LLRCs) might act as primitive liver progenitor cells and aimed to study their role in liver maintenance and regeneration. Since the formation of biliary tracts–the potential liver stem cell niches–occurs only peri- and postnatally^27^, we induced the expression of histone 2B–enhanced green fluorescent protein (H2B-EGFP) fusion protein in the liver cells of newborn pups and chased the label until the maturation of liver. The LLRCs were clustered in portal areas in biliary ducts and expressed biliary and oval cell markers. Moreover, the LLRCs were induced to proliferate upon biliary but not upon hepatocyte injury and formed colonies of cells bearing only biliary but not hepatocyte markers in culture. Furthermore, lineage tracing of K19-expressing biliary cells revealed no contribution from biliary compartment to hepatocytes in any of the six different liver injury models tested, demonstrating that liver biliary cells do not participate in hepatocyte regeneration. Taken together, we demonstrated for the first time that the LLRCs established during normal liver morphogenesis act as unipotent biliary progenitor-like cells.

## Results

### The liver label-retaining cells reside in bile ducts and express biliary and liver progenitor cell markers

To identify LRCs in adult liver we took advantage of a bitransgenic mouse model where the expression of H2B-EGFP fusion protein was controlled by the presence of tetracycline analog–doxycycline (dox). To generate such system we bred mice harboring a reverse tetracycline-dependent transactivator expression cassette inserted into ubiquitously active Rosa26 locus (R26-rtTA)^28^ and a mouse line containing the H2B-EGFP expression construct controlled by the tetracycline response element (TRE) (Fig. 1A)^19^. As anticipated, addition of dox to the drinking water of nursing females induced the expression of H2B-EGFP in biliary cells and hepatocytes of bigenic pups (Fig. 1B).

Since biliary vessels that start to differentiate at E17,5, are formed as independent organs only perinatally and the maturation of hepatocytes takes place only after birth^1^,^27^ we assumed that the potential label-retaining tissue-specific stem cell compartments are formed during the postnatal period. As the proliferative activity in mouse livers declined constantly after birth (Supplementary Fig. S1A–D) we administered dox during P0–P5 to achieve maximum labeling of the liver cells and monitored the decrease in nuclear H2B-EGFP labeling for 15 weeks (Fig. 1C). While the intensity of the EGFP signal gradually declined in the majority of liver cells, patches of cells that retained H2B-EGFP label became apparent in portal areas after the age of 7 weeks (Fig. 1D and Supplementary Fig. S2A).

Staining the sections with antibodies recognizing biliary epithelial marker CK19 (cytokeratin 19) and hepatocyte marker HNF4α (Hepatocyte Nuclear Factor 4, Alpha) revealed that the majority of LLRCs localized in CK19-positive biliary compartment at week 7 (W7) and later timepoints (Fig. 1D and Supplementary Fig. S2B). In concordance with these findings the number of EGFP+HNF4α+ hepatocytes decreased drastically during the postnatal liver maturation and by week 7 the majority of hepatocytes had lost their nuclear label (Fig. 1D,E). During the following weeks the pool of EGFP+ hepatocytes continued to decrease and by week 9–12 only extremely rare EGFP+HNF4α+ positive cells could be found after rigorous analysis of sections (Fig. 2B, arrow). At W15 no EGFP+HNF4α+ hepatocytes could be identified. The number of EGFP+CK19+ biliary cells decreased also during the first 7 weeks of observation albeit at much slower pace (from 86% on P5 to 71% at W7; Fig. 1E) and stabilized from W7 onwards demonstrating the establishment of the LLRC compartment in the biliary epithelium. Interestingly, the proportion of proliferative cholangiocytes was similar to that of the hepatocytes at all time points analyzed (Supplementary Fig. S1C,D), showing that the formation of the LLRC population was not caused by lower overall proliferation rate in the biliary compartment relative to the hepatocyte compartment. Furthermore, a comparative analysis of Ki67 expression in the biliary EGFP+ and EGFP− compartments demonstrated that EGFP+ cells did proliferate during liver maturation, however, their proliferative activity declined sharply at week 2 and remained lower than that of EGFP− cells during the next 12 weeks (Supplementary Fig. S3A–C).

To eliminate the possibility that the EGFP signal resulted from unspecific activation of H2B-EGFP expression, we analyzed the livers of the bigenic mice that did not receive dox. No EGFP− positive cells were detected in these livers, showing that the observed H2B-EGFP expression was exclusively dox-dependent (Supplementary Fig. S4).

To further characterize the cellular identity of LLRCs we stained liver sections with antibodies recognizing epithelial cell adhesion molecule (EpCAM), CD133, and CD166 that label biliary cells and have been used to isolate liver progenitor cells previously (ref. 3 and references therein). CK19 and HNF4α antibodies were used to identify cholangiocytes and hepatocytes, respectively (Fig. 2A,B). As expected, LRCs were positive for EpCAM (Fig. 2C; Supplementary Fig. S5A); in addition, LRCs expressed CD133 and increased levels of CD166 (Fig. 2D,E and Supplementary Fig. S5B,C) confirming their cholangiocyte identity. Furthermore, majority of the LLRCs were positive for A6 antibody, that has been used to label both biliary epithelium and oval cells^29^ (Fig. 2F and Supplementary Fig. S5D).

### Liver LRCs are activated in response to biliary tract injuries

Next we utilized six different liver damage models to study whether LLRCs are induced to proliferate in response to liver damage and whether these cells participate in liver repair. First, we induced acute liver damage in 7 week-old mice by a single i.p. injection of CCl_4_ that damages primarily hepatocytes, thus inducing regenerative response in this compartment^30^, and allowed the liver to recover for 14 days. CCl_4_ treatment did not significantly reduce the number of biliary EGFP^+^ cells when compared to untreated liver (Fig. 3A,B,G). Next we performed 2/3 partial hepatectomy (PH) to study the contribution of LLRCs to liver regeneration after massive hepatocyte loss. Mice were examined 14 days after surgery, which is a sufficient time period for liver regeneration^31^. Similarly to CCl_4_ treatment, the percentage of LLRCs in the bile ducts remained virtually unaltered (Fig. 3C,G) displaying only a slight tendency towards decrease. This finding is in good correlation with the notion that in addition to massive hepatocyte proliferation PH induces modest proliferative activity also within the biliary compartment^32^. These results show that LLRCs residing in biliary tracts are not induced to proliferate when recovery of hepatocytes is primarily required.

Obstruction of biliary flow by ligation of the common bile duct (total bile duct ligation–tBDL), feeding with 3,5-diethoxycarbonyl-1,4- dihydrocollidine (DDC) or choline-deficient, ethionine-supplemented (CDE) diet impose trauma primarily to biliary epithelial cells^33^,^34^,^35^. In order to study the LLRC activation in response to bile duct injury, mice were either fed with DDC-supplemented chow for 4 weeks, administered CDE-diet for 3 weeks or subjected to tBDL and the liver was examined 3 weeks after surgery. All injuries induced the biliary cells, including LRCs, to proliferate as judged by the appearance of numerous CK19-positive ductular reactions - the hallmarks of bile duct regeneration (Fig. 3D–F). Concomitantly, the number of LLRCs in bile ducts of treated mice was substantially decreased (Fig. 3G). The CDE-induced decrease was less dramatic, albeit significant.

To study the proliferation dynamics within the biliary compartment we analyzed the proportion of proliferative LLRC (Ki67+EGFP+) and non-LRC (Ki67+EGFP−) cells in livers subjected to either hepatocyte (CCl_4_) or biliary (tBDL, DDC) injuries at time points with an ongoing active proliferative response. No significant increase in proliferation rate was detected in biliary ducts subjected to CCl4-mediated hepatocyte damage (Fig. 4A,D). In contrast, the LLRC and non-LRC biliary cells were induced to proliferate in response to biliary injuries (Fig. 4B,C). Interestingly, in case of tBDL the percentage of proliferating LLRCs was higher than that of non-LRC biliary cells while DDC induced proliferation equally in both cell populations (Fig. 4D). These data demonstrate that LLRCs were induced to proliferate only when bile duct injury was present.

Interestingly, as the number of LRCs in bile ducts decreased we could detect CK19-negative cells with strong EGFP expression in the vicinity of ductular reactions (Fig. 3D–F, arrowheads). The fact that H2B-EGFP transgene is promiscuously expressed in hematopoietic cells in the bone marrow without dox treatment^36^ led us to hypothesize that these EGFP+ cells might represent infiltrating cells of hematopoietic origin. Immunostaining of liver sections clearly demonstrated that the CK19-EGFP+ cells in injured livers express CD45 and, thus, originate from the hematopoietic system (Supplementary Fig. S6A). Furthermore, examination of the spleen of bigenic mice that had never received dox revealed EGFP+ cells in the marginal zone (Supplementary Fig. S6B) corroborating our data about the presence of EGFP+ hematopoietic cells in livers subjected to biliary damage.

### CK19-expressing biliary cells contribute to the regeneration of bile ducts but not parenchymal hepatocytes

The collected data strongly suggested that LLRC located in the bile ducts were restricted in their differentiation potential to biliary lineage. To study the contribution of biliary cells to liver maintenance and regeneration we bred mice expressing a fusion protein of Cre recombinase and truncated estrogen receptor 2 (CreERT2) under the control of CK19 promoter (K19^CreERT2^) with a mouse line harboring a tdTomato (tdTom) expression cassette in Rosa26 locus preceded by a loxP-flanked STOP signal. Upon tamoxifen (TMX) injection the STOP signal is removed and tdTom is expressed in the particular cell and its progeny. We injected K19^CreERT2^/R26 -tdTom bigenic pups with TMX at P21 and followed the normal liver maintenance for 6 months (up to P180). 3 days post injection the tdTom-expressing cells could be found in CK19+ bile ducts whereas no tdTom-expressing hepatocytes could be identified (Fig. 5A). At P49 and P180 the tdTom expression was still restricted to the biliary system and tdTom labeled hepatocytes could not be detected even at P180 (Fig. 5B,C) indicating that in homeostasis the cholangiocytes do not participate in hepatocyte maintenance. To study the potential contribution of biliary epithelium to liver regeneration, we subjected TMX-injected mice to tBDL, DDC diet and CDE diet-induced biliary injury or CCl_4_ and PH mediated hepatocyte amelioration. As expected, tBDL, DDC diet and CDE diet induced tdTom-labeled ductular reactions but no hepatocytes derived from biliary compartment could be identified (Fig. 5D–F). Likewise, PH and acute CCl_4_-injury did not cause accumulation of tdTom-labeled hepatocytes (Fig. 5G,H). To induce long-term hepatocyte damage we administered CCl_4_ repeatedly during 4 weeks (Fig. 5I). Nevertheless, the tdTom-labeled cells of biliary origin could be found only within the biliary compartment and no contribution of CK19+ cells to hepatocyte compartment could be seen, indicating that biliary cells, including LLRCs, are restricted to biliary lineage in normal liver and in diverse liver damage models *in vivo*.

### LLRCs exert enhanced self-renewal properties but unipotent differentiation potential *in vitro*

Self-renewal and multipotency are two key properties of somatic stem cells. Since isolated liver progenitor cells have been shown to differentiate into cholangiocytes and hepatocytes in culture^37^,^38^ we set out to evaluate the self-renewal capability and multipotency of normal mouse LLRCs *ex vivo*. Two cell populations -LLRCs (EGFP+EpCAM+CD45−) and non-LRC biliary cells (EGFP−EpCAM+CD45−) -were isolated from pulse-chased R26rtTA-H2B-EGFP mice using FACS sorting (Fig. 6A). The viability of sorted EGFP+ and EGFP− cells was comparable (Supplementary Fig. S7). Subsequently, equal numbers of live cells were seeded to irradiated feeder and 7 days after plating dox was added to the growth medium to re-induce H2B-EGFP expression and visualize the cells of bigenic mouse origin on feeder background (Fig. 6B and Supplementary Fig. S8). After two weeks of cultivation the EGFP+EpCAM+CD45− LLRCs formed colonies (Fig. 6C) that were readily detectable by EGFP expression (Fig. 6E–F), however, the EGFP-EpCAM+CD45− cells did not produce any colonies (Fig. 6D) suggesting that LLRCs harbored enhanced *in vitro* proliferation capacity when compared to non-LRC biliary cells. The colonies formed by LLRCs were positive for cholangiocyte markers CK19 (Fig. 6E) and Sox9 (Supplementary Fig. S8B) but were negative for hepatocyte markers HNF4α (Fig. 6F) and albumin (ALB) (Supplementary Fig. S8C). Even after prolonged, 3 week culturing no HNF4α+ cells appeared in the colonies formed by LLRCs (Fig. 6G). As expected, hepatocytes isolated from the same mice readily formed colonies that contained HNF4α-, ALB- and CK19-expressing cells (Fig. 6H and Supplementary Fig. S8D). These data show that despite the enhanced self-renewal properties, the LLRCs are restricted in their differentiation potential to biliary lineage under the culturing conditions used and support our notion that LLRCs exhibit unipotent biliary progenitor properties.

### LLRCs are defined by a unique gene expression profile

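RNA was sequenced from 8 libraries of cells sorted from the livers of 4 mice, with 1 EGFP-positive and 1 EGFP-negative library from each mouse. The mice carried a histone 2B-EGFP fusion that doxycycline induces and that is diluted at each division, so that cells that divide slowly stay green. The paper reports that hematopoietic cells of these mice also express it without doxycycline. The sample labels place doxycycline between postnatal days 0 and 5 and the sort at 8 weeks of age, and name the mice JV602, JV621, JV624 and JV6314. EGFP-positive cells are called LLRCs and EGFP-negative cells non-LRC cells. The authors extracted RNA from the sorted cells with a kit for small samples, and counted aligned reads on the exons of Ensembl genes of GRCm38.p4 with HTSeq in union mode, without regard to strand. They deposited the counts for 46603 genes, not normalized. The total counts were between 7860021 and 9851819 in the LLRC libraries, with a median of 8788868. In the non-LRC libraries they were between 4670132 and 8056103, with a median of 5544286. From the counts, library sizes were scaled by TMM, and 13605 genes passed edgeR's expression filter and were tested between 4 LLRC and 4 non-LRC libraries with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Fold changes are given as LLRC over non-LRC. The standard error given with a log2 fold change is the change's absolute size divided by the square root of the quasi-likelihood F statistic. It was worked back in this way because the test reports none. The methods of the paper name edgeR and the adjusted p but no test or filter within it, and the choice of test changed the number of genes called. Where every library of a group held 3 counts or fewer for a gene, the fold is given as a lower bound against 3 counts, which covers counting error only.
The transcripts of EpCAM and CD45, the proteins used for the sort, were compared first. Epcam (chromosome 17, 87635979 to 87651129 of GRCm38) stood at 583.5 ± 48.6 CPM (counts scaled to a common library size; SD, n = 4) in LLRCs and 551 ± 148.3 CPM (SD, n = 4) in non-LRC cells, a log2 fold change of 0.08 (standard error 0.25, adjusted p = 0.9999 from edgeR's quasi-likelihood test). Ptprc, which encodes CD45, had 5, 34, 14 and 59 counts in the LLRC libraries of JV602, JV621, JV624 and JV6314, and 0, 0, 0 and 7 counts in the non-LRC libraries (adjusted p = 0.957 from the same edgeR test). Krt19, which encodes the stained marker CK19, stood at 116.2 ± 28.0 CPM in LLRCs and 133.8 ± 33.1 CPM in non-LRC cells. Sox9, Prom1, Alcam, Hnf4a and Alb, which are also among the markers that the paper stained for, had log2 fold changes between -0.78 and 0.40, none of them past the threshold. The paper used HNF4α and ALB as hepatocyte markers. Alb stood at 2336 ± 198.2 CPM in LLRCs and 2319 ± 604.3 CPM in non-LRC cells, above Epcam in both groups. Hnf4a stood at 15.2 ± 2.96 CPM and 26.1 ± 10.4 CPM. A small fold change thus does not mean that either group lacked Alb transcripts, and their source was not tested.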

To uncover the molecular features that distinguish LLRCs from non-LRC biliary cells we compared the transcriptional profiles of sorted EGFP+EpCAM+CD45− LLRCs with EGFP−EpCAM+CD45− cholangiocytes using RNASeq. Stringent data analysis revealed 95 differently regulated genes, of these 20 were upregulated in LLRCs while 75 were downregulated (Supplementary Table S3). 

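In the quasi-likelihood test, 0 of the 13605 genes tested had an adjusted p below 0.05, and 702 genes had an unadjusted p below 0.05. The smallest adjusted p was 0.0809. Of the 95 genes of Supplementary Table S3, 86 passed the expression filter, and all 86 had an unadjusted p below 0.05 and the direction of the table. Their adjusted p over all genes tested was between 0.0809 and 0.392. Adjusted over the list alone, 86 of them had an adjusted p below 0.05, which is not independent evidence, since the study chose the list on these same libraries. The count depended most on the test. DESeq2's Wald test called 221 genes (49 higher and 172 lower in LLRCs), while limma with sample quality weights called 0, with 886 genes at an unadjusted p below 0.05. edgeR's exact test without an expression filter called 142 genes, 30 of them higher and 112 lower in LLRCs, and these included all 95 genes of the table. A newer form of edgeR's quasi-likelihood dispersion, chosen after seeing the data, called 73 genes (12 higher and 61 lower), of which 55 were in the table. Of the 75 genes that the table lists as lower in LLRCs, 73 had every LLRC library below every non-LRC library. Of the 20 listed as higher, 18 had every LLRC library above every non-LRC library. Chance gives such a separation in a given direction to 1.43% of genes that were not chosen on these libraries, so for the listed genes neither count, nor an exact p of a single gene, is independent evidence. In 17 of the 20, every non-LRC library held 3 counts or fewer.

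**Figure D1:**
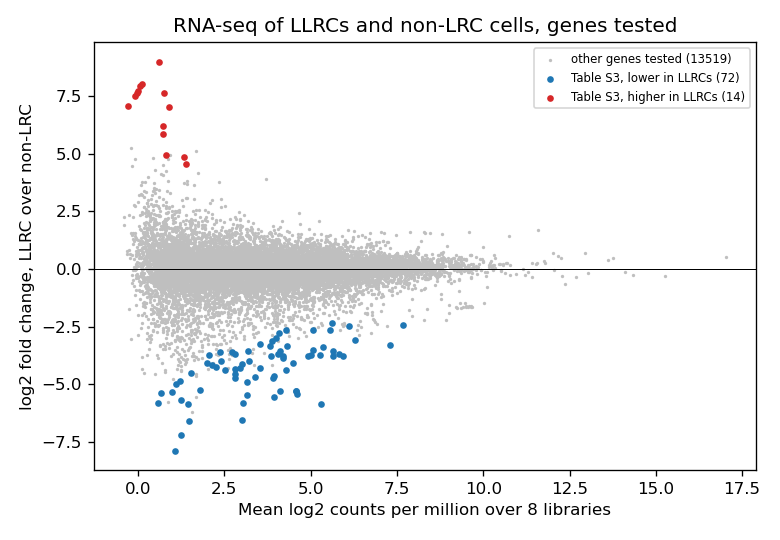
Log2 fold change of LLRC over non-LRC libraries against the mean log2 CPM over 8 libraries, with 1 point per gene tested. The 14 genes of Supplementary Table S3 that are higher in LLRCs (red) lie at low abundance, and the 72 that are lower (blue) have log2 fold changes between -7.87 and -2.34.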

Nearly half of the genes upregulated in LLRCs were related to tumorigenesis (Spdya, Styk1, Fgr, Pbk, Palb2, Cxcl10, Tmc7, Mas1). 

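All 8 of these genes had more reads in LLRCs, with few reads in total. Spdya (chromosome 17, 71552061 to 71589533 of GRCm38) had 48, 62, 82 and 93 counts in the LLRC libraries and 0 in each non-LRC library. It was at least 16.6-fold higher in LLRCs. In the exact permutation test, which ignored the mouse, Spdya had a two-sided p = 0.029, the smallest that 4 libraries against 4 allow. Its adjusted p over all genes was 0.0809 in edgeR's quasi-likelihood test. Tmc7 was at least 14.6-fold higher, with 50, 96, 55 and 53 counts against 2, 0, 1 and 0. Fgr, Pbk, Palb2 and Cxcl10 had 0 counts in every non-LRC library and between 8 and 41 counts in each LLRC library, with lower bounds of 6.81-fold, 6.03-fold, 4.60-fold and 4.38-fold. Styk1 was uneven between mice. Its LLRC counts were 14, 157, 0 and 65, so that its lower bound of 13.1-fold fell to 5.53-fold without JV621, and the exact permutation p was 0.143. Mas1, with counts of 83, 96, 11 and 115 in LLRCs and 6, 1, 0 and 0 in non-LRC cells, had a log2 fold change of 4.94 (standard error 1.16, adjusted p = 0.275 in the same edgeR test). Its non-LRC mean of 0.240 CPM was 0.0696 CPM without JV602. Exons of Spdya share 18.3% of their bases with Trmt61b on the opposite strand, and reads there cannot be assigned by counting without strand.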

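The genes Rab39b, Zfp711, Pigw, Slc1a4 and Oprk1 were read at low levels in LLRCs and hardly at all in non-LRC cells. Normalized counts in LLRCs were 11.9 ± 8.60 CPM for Rab39b, 5.99 ± 6.64 CPM for Zfp711, 4.15 ± 1.97 CPM for Pigw, 3.40 ± 1.03 CPM for Slc1a4 and 11.3 ± 7.51 CPM for Oprk1 (SD, n = 4 mice). The non-LRC libraries held 0 counts of the first 4 of these genes and 1 count of Oprk1. The lower bounds of their folds were 23.1 for Rab39b, 11.6 for Zfp711, 8.04 for Pigw, 6.57 for Slc1a4 and 21.8 for Oprk1. Rab39b and Zfp711 did not pass the expression filter. The adjusted p was 0.123 for Pigw, 0.105 for Slc1a4 and 0.0809 for Oprk1 in edgeR's quasi-likelihood test. Without the filter, the adjusted p of Oprk1 was 0.049 in the same edgeR test, and over all 24 alternatives it was between 2.04e-07 and 0.400.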

Surprisingly, a number of upregulated genes function primarily in the central nervous system (Rab39b, ZFP711, Pigw, Slc1a4, Oprk1). The only known non protein-coding transcript in the list–Panct2–is involved in the regulation of pluripotency^39^. 

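Panct2 lies on the plus strand of chromosome 1 (96871126 to 96907796 of GRCm38), where GENCODE M21 gives it the type antisense. It had 175, 129, 26 and 112 counts in the LLRC libraries of JV602, JV621, JV624 and JV6314 and 2, 0, 0 and 0 counts in the non-LRC libraries. The gene was at least 23.5-fold higher in LLRCs (exact permutation test, two-sided, p = 0.029, the smallest possible with 4 against 4), with an adjusted p of 0.0809 in edgeR's quasi-likelihood test. Of the 20 genes that Supplementary Table S3 lists as higher in LLRCs, the annotation gives 14 as protein-coding and 6 as other types. Beside Panct2 these are Gm15848, Gm16536 and Gm4117, also antisense, Gm14636, a processed transcript, and Gm37163, a locus whose transcript is still unproven.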

Interestingly, 40 of 75 downregulated genes were associated with plasma membrane and several of these were important in forming cell-cell contacts (eg Cldn5, Gja4, Esam, Pcdh12, Cdh5, Jam2, Cdh13, Pecam1, Eng). 

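All 9 of these genes had fewer reads in LLRCs than in non-LRC cells in every mouse, and no LLRC library reached the level of any non-LRC library (exact permutation test, two-sided, p = 0.029 for each gene). Cldn5 (chromosome 16, 18776847 to 18778262 of GRCm38) stood at 1.05 ± 0.37 CPM in LLRCs and 14.2 ± 6.53 CPM in non-LRC cells (SD, n = 4), a log2 fold change of -3.73 (standard error 0.57, adjusted p = 0.0809 from edgeR's quasi-likelihood test). Pecam1 stood at 2.05 ± 2.13 CPM and 40.2 ± 16.9 CPM, a log2 fold change of -4.27 (standard error 0.87, adjusted p = 0.152). The log2 fold changes of Esam, Cdh5, Cdh13 and Eng were -3.55, -3.27, -5.55 and -3.56. Jam2 stood at 453.9 ± 645.3 CPM in non-LRC cells, of which JV621 contributed most. Without that library the mean was 131.3 CPM, against 8.02 CPM in LLRCs. The non-LRC mean of Cdh5, 45.6 CPM, was 27.8 CPM without JV621. In LLRCs, JV621 raised the means of Cdh13, from 0.831 CPM without it to 3.08 CPM, and of Pecam1, from 1.08 CPM. Gja4 and Pcdh12 had at most 2 counts in any LLRC library and were at least 49.7-fold and 13.1-fold lower in LLRCs. Cldn5, Esam, Cdh5, Pecam1 and Eng are also on a list of endothelial markers written before the data were examined. For these genes, endothelial cells or their RNA in the EGFP-negative sort cannot be told apart from lower expression in LLRCs.

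**Figure D2:**
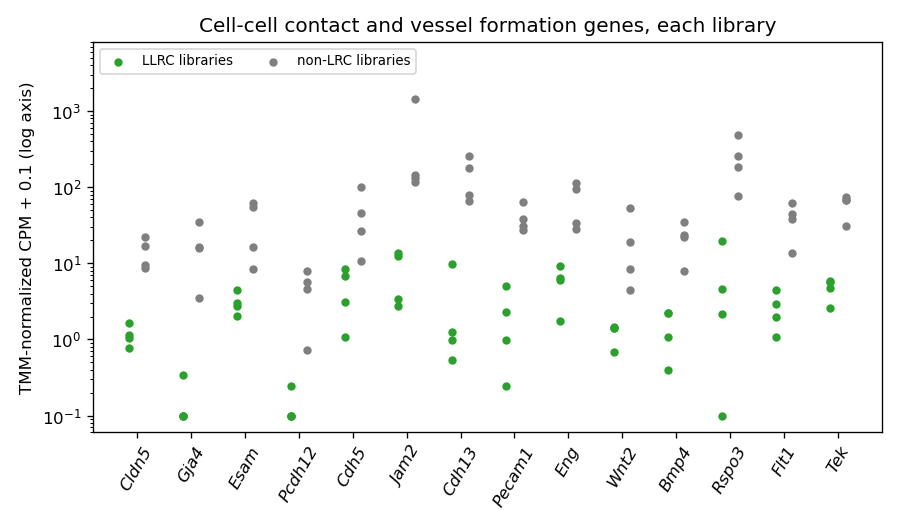
TMM-normalized CPM of each gene, plus 0.1 and on a log axis, with 1 point for each of 4 LLRC libraries (green) and 4 non-LRC libraries (gray). The LLRC points lie below the non-LRC points for each gene shown, and Jam2 of JV621 stands apart at 1422 CPM.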

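Reads of Wnt2, Bmp4, Rspo3, Flt1 and Tek were also fewer in the LLRC library than in the non-LRC library of each of the 4 mice. Tek (chromosome 4, 94739289 to 94874976 of GRCm38), which encodes an angiopoietin receptor, had the smallest error of these genes. It stood at 4.65 ± 1.51 CPM in LLRCs and 60.3 ± 19.8 CPM in non-LRC cells (SD, n = 4), with a log2 fold change of -3.69 (standard error 0.45, adjusted p = 0.0809 from edgeR's quasi-likelihood test). Without an expression filter its adjusted p was 0.049, and without the non-LRC library of JV602 it was 0.0378, in the same edgeR test. Over all 24 alternatives the adjusted p was between 8.18e-14 in DESeq2 and 0.339 in edgeR's quasi-likelihood test without the LLRC library of JV602. Flt1, which encodes a receptor of vascular endothelial growth factor, had a log2 fold change of -3.97 (standard error 0.64, adjusted p = 0.099). The change of Bmp4 was -3.98 (standard error 0.73) and that of Rspo3 was -5.29 (standard error 1.31) on the log2 scale. The LLRC mean of Rspo3, 6.47 CPM, was 2.17 CPM without JV621. In Wnt2, at -4.18 (standard error 0.85), the non-LRC mean of 21.2 CPM fell to 10.6 CPM without JV6314. Tek and Flt1 are on the same list of endothelial markers, so endothelial RNA in the EGFP-negative sort stays possible for them too.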

Notably, the genes related to vessel formation (eg Wnt2, Bmp4, Rspo3, Flt1, Tek) were downregulated in LLRCs suggesting their relative inactivity in respect of biliary system maintenance and a specific interaction with the surrounding environment when compared to non-LRC biliary cells.

## Discussion

In this work we took advantage of a genetic cell labeling approach to mark label-retaining cells established during normal development in mouse liver and characterized their potential as liver stem/progenitor cells. Our initial finding that the LLRCs were confined to cholangiocyte compartment was well in accord with a previous study that demonstrated the presence of LLRCs in portal regions of mouse liver^26^.

Further functional evaluation of LLRCs revealed that these cells were induced to proliferate when bile duct injury was present and lineage-tracing experiments excluded any contribution from cholangiocytes towards hepatocyte compartment in 6 different well-characterized liver damage models. These observations corroborate the recently published studies, which showed that new hepatocytes arising during homeostatic liver maintenance or after liver injury were derived from pre-existing hepatocytes and did not originate from cholangiocytes or mesenchymal cells^4^,^5^. The unipotency of LLRCs was further exemplified by the finding that despite of their self-renewal capability in culture the LLRCs failed to produce bilineal progeny.

Our experiments do not completely rule out the possibility that LLRCs are capable of differentiating into hepatocytes *in vitro* given that particular culture conditions, specifically designed for hepatocyte differentiation, are provided but clearly point to the fact that among the LLRCs there are no cells that would readily take the hepatocyte fate under the culture conditions that support the growth of normal differentiated hepatocytes. Interestingly, the cultivated hepatocytes formed colonies that contained cells bearing both cholangiocyte and hepatocyte markers suggesting that if present, the potential bipotent liver progenitors reside rather within the hepatocyte compartment. This possibility is further supported by notions that during liver regeneration the cells originating from the hepatocyte compartment acquired a bipotent phenotype, expressed cholangiocyte/liver progenitor markers and contributed to biliary epithelium, albeit at a low frequency^6^,^7^,^9^. The fact that bipotent hepatocyte-derived cells express cholangiocyte markers during liver regeneration might have partially contributed to the long-standing belief that potential bipotent liver progenitors reside or originate from the biliary compartment^40^,^41^,^42^,^43^,^44^.

While our work focused on LLRCs that were established during normal liver postnatal development, the role and properties of liver LRCs established during liver injury might well differ. In two earlier reports such LRCs localized in bile ducts but also in pericentral areas of liver lobule^25^,^26^. To date it is not clear whether the pericentral LRCs differ in their regenerative capacity from bulk hepatocytes. However, the recent discovery that Axin2-expressing diploid pericentral hepatocytes maintain the hepatocyte compartment^45^ warrants for further studies on the role of pericentral LLRCs in liver regeneration.

The close cellular identity of biliary LLRCs and non-LRC cholangiocytes is reflected in a moderate number of differently expressed genes. 

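Normalized log2 counts were compared between libraries across the 13605 genes tested, which are not independent replicates. Pearson's r between LLRC libraries of different mice was between 0.884 and 0.919. Between LLRC and non-LRC libraries it was between 0.687 and 0.888, and between non-LRC libraries between 0.627 and 0.795. The non-LRC libraries therefore differed more from each other than the LLRC libraries did. Their median total count was also lower, 5544286 against 8788868. Correlations at equal depth were not computed, so unequal depth may be part of this difference. The non-LRC library of JV602 was the closest to the LLRC libraries, with r from 0.864 to 0.888, and that of JV621, with 14234 genes detected, was the farthest, with r from 0.687 to 0.712. Of 21 cholangiocyte markers listed before the data were examined, the median log2 fold change was 0.29. Its adjusted p over 11 marker lists was 0.0517 in limma's camera test at a preset correlation. It was 0.458 in camera with the correlation estimated and 0.199 in limma's fry test. The paper states that the moderate number of genes that differed reflects how close LLRCs and non-LRC cholangiocytes are in identity.

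**Figure D3:**
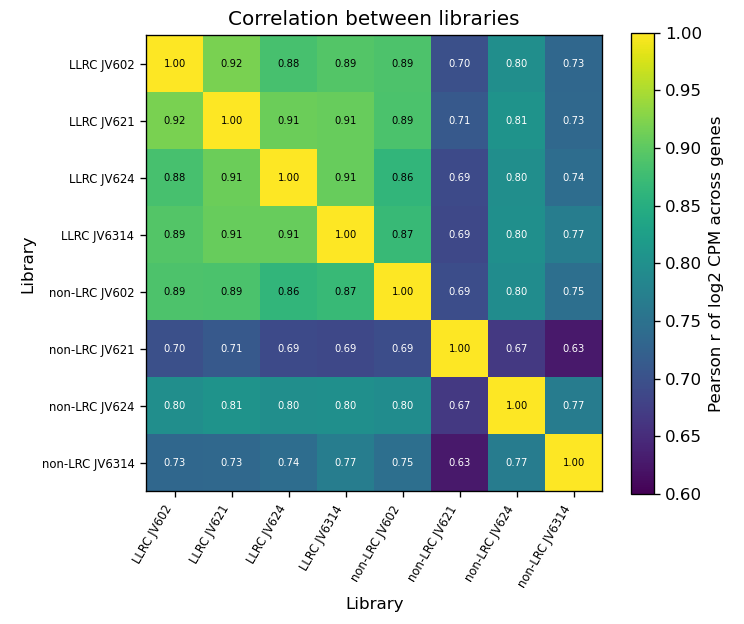
Pearson's r of log2 CPM across genes for each pair of the 8 libraries, with LLRC libraries listed first. The LLRC libraries correlate with each other at 0.884 or more, and the non-LRC libraries of JV621 and JV6314 have the lowest value, 0.627.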

Surprisingly, a subset of genes upregulated in LLRCs (Rab39b, Zfp711, Pigw, Slc1a4) play a role in different forms of mental retardation^46^,^47^,^48^,^49^. 

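Rab39b lies on chromosome X (75572046 to 75578231 of GRCm38), Zfp711 on chromosome X (112600526 to 112635070), Pigw on chromosome 11 (84876315 to 84880285) and Slc1a4 on chromosome 11 (20302180 to 20332713), all as protein-coding genes. The counts in the LLRC libraries of JV602, JV621, JV624 and JV6314 were 2, 122, 141 and 111 for Rab39b and 63, 0, 18 and 137 for Zfp711, so that 1 mouse lacked most or all reads of each. Pigw, with 63, 30, 36 and 15 counts, and Slc1a4, with 44, 24, 29 and 20 counts, were read in all 4 mice. Without JV6314, the lower bound of the fold of Zfp711 was 5.65. The exact permutation p (two-sided) was 0.143 for Zfp711 and 0.029 for each of the other three. Exons of Rab39b share 18.6% of their bases with Gm15063 on the opposite strand.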

Since Oprk1, an opioid receptor subunit, which is overexpressed in liver metastasis of colorectal cancer was also increased in LLRCs, one could speculate that a subset of signaling pathways active in neurons also define the specific properties of LLRCs^50^. 

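Gabrb1 (chromosome 5, 71658113 to 72149037 of GRCm38) had 0 counts in each of the 4 LLRC libraries. In the non-LRC libraries of JV602, JV621, JV624 and JV6314 it had 18, 461, 0 and 0 counts, a mean of 24.6 ± 47.8 CPM (SD, n = 4). Against the floor of 3 counts it was at least 69.4-fold lower in LLRCs, a bound that rests on JV621 and is 2.12-fold without that library. The exact permutation test gave p = 0.429 (two-sided). No smaller value is possible when only the non-LRC libraries of JV602 and JV621 hold reads. The test therefore cannot decide whether the difference exceeds the spread between mice. The gene did not pass the expression filter. In edgeR's exact test without a filter its adjusted p was 0.0195. In the authors' deposited table its log2 fold change, given there as non-LRC over LLRC, is 10.2 with an adjusted p of 0.0489.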

In line with this, Gabrb1, a subunit of type A GABA receptor was the top downregulated gene in LLRCs and GABA signaling has been implicated in regulation of liver regeneration and tumorigenesis previously (reviewed in ref. 51).

Taken together, our experiments demonstrated that the regenerative capacity of LLRCs that are established during normal liver postnatal development is restricted to one tissue compartment–the bile ducts unlike that of the multipotent LRCs found in a number of other tissues.

## Materials and Methods

### Mice and treatments

H2B-EGFP mice, Rosa26-rtTa mice and Rosa26-tdTomato mice were obtained from the Jackson Laboratory. K19^CreERT2^ mice were kind gift from Guoqiang Gu and Cedric Blanpain. Both male and female mice with mixed background (C57BL/6 and CBA) between the ages of 5 days and 6 months were used in the experiments. Nursing mothers of bigenic R26-rtTa-H2B-EGFP pups received doxycycline in the drinking water (2 g/l, AppliChem), supplemented with 5% sucrose. At P21 the K19^CreERT2^/R26-tdTomato mice were injected intraperitoneally with 2 mg of tamoxifen in rapeseed oil. All procedures involving animals were conducted according to the guidelines approved by the Commission of Laboratory Animal Licenses at the Estonian Ministry of Agriculture (license no 25 and no 88).

### CCl_4_ injury

For acute parenchymal liver damage mice received a single intraperitoneal injection of CCl_4_ (1 μl/g body weight, Acros Organics) diluted in rapeseed oil. Liver samples were collected 2 days or 2 weeks later. To induce chronic CCl_4_ liver damage, mice received CCl_4_ injections (0.5 μl/g body weight) 3 times per week for 4 weeks (12 injections in total). Mice were sacrificed 2 days after last injection.

### DDC diet

For chronic hepatobiliary injury mice were fed 0.1% DDC-supplemented diet (3,5-diethoxycarbonyl-1,4-dihydrocollidine, Ssniff Spezialdiäten GmbH) for 2 or 4 weeks.

### CDE diet

Mice were fed choline-deficient diet (Altromin) and 0.15% DL-ethionine in the drinking water (Sigma-Aldrich) for 3 weeks.

### Partial hepatectomy

2/3 partial hepatectomy (PH) was performed as previously described in ref. 52. Two weeks after surgery the regenerated livers were harvested.

### Total bile duct ligation (tBDL)

The common bile duct was double ligated with suture (5/0, B.Braun) and cut between ligatures. The experiment was ended 5 days, 2 weeks or 3 weeks later and livers were harvested.

### Sample freezing

Liver samples of R26-rtTA-H2B-EGFP mice were embedded in O.C.T compound (Tissue-Tek), frozen in cold isopentane and stored at −80 °C. Livers of K19^CreERT2^/tdTomato mice were first perfused with PBS and then with 4% paraformaldehyde via portal vein. Fixed liver samples were placed in 30% sucrose solution for 2 hours at 4 °C. Finally, the liver samples were embedded and frozen as described above. 5–7 μm-thick frozen sections were cut for immunofluorescence.

### Immunofluorescence

Tissue sections and cells were fixed with 4% paraformaldehyde and permeabilized with 0.3% Triton X-100. After blocking with 4% normal donkey serum, the slides were incubated with primary antibodies overnight at 4 °C, followed by incubation with secondary antibodies. Nuclei were counterstained with DAPI (0.1 μg/ml, Sigma-Aldrich). Antigen retreival of pre-fixed frozen sections was performed by incubating slides in 10 mM Na-citrate buffer (pH 8.7) for 30 minutes at 80 °C prior permeabilization and subsequent antibody staining. Antibodies are listed in Supplementary Tables S1 and S2 in Supplementary Materials and Methods.

### Isolation of parenchymal and non-parenchymal cells (NPCs) from mouse liver

Cells were isolated by two-step perfusion protocol modified from^53^. Briefly, under anesthesia the mouse liver was perfused via portal vein with EGTA solution at 4 ml/min for 5 minutes, followed by perfusion with Collagenase type II solution (0.35 mg/ml, Gibco) for 15 minutes. Next, the liver was excised and cells were dissociated in Williams medium E supplemented with 5% FBS by vigorous shaking and careful pipetting. The cell suspension was filtered through 70-μm strainer. The remaining undissociated liver tissue was further incubated in Pronase solution (0.5 mg/ml) for 5 minutes at 37 °C and the aquired cell suspension was combined with cells from the previous step. Hepatocytes were removed by repeated centrifugation at 50 × g for 1 minute. Supernatant was further centrifuged at 300 × g for 10 minutes and the pellet containing NPCs was incubated in red blood cell lysis buffer (BD Pharm Lyse^TM^ Lysing Buffer, Becton Dickinson) for 10 minutes on ice. CD45 antibody-coupled MicroBeads were used for leukocyte depletion according to the manufacturer’s protocol (Miltenyi Biotech). Obtained cell suspension was further used for cell sorting. Hepatocytes were washed and collected for plating.

### Cell sorting, plating and cultivation

NPC suspension was blocked with 1% BSA and then incubated with EpCAM-APC (1:100) and CD45-PE (1:1000) antibodies for 1 hour on ice. Dead cells were excluded by DAPI staining (0.5 μg/ml). NPCs obtained from CBA mice were used as controls for EGFP. Cells were sorted into Williams E medium supplemented with 20% FBS and 10 μM ROCK inhibitor (Y-27632, Tocris). Cell sorting was performed with FACS Aria Cell Sorter (Becton Dickinson). Sorted cells were centrifuged at 300 × g for 5 minutes and plated in growth medium supplemented with 10 μM ROCK inhibitor. Cells were seeded on collagen I coated 8-well chamber slides (Corning) covered with irradiated MEF feeder (mouse embryonic fibroblasts). In 48 h new medium without ROCK inhibitor was added. Doxycycline (200 ng/ml) was added to the medium 1 week later. Cells were cultured for three weeks and the medium was changed every three days. Hepatocytes were plated on collagen I coated 8-well chamber slides and cultivated as described above. Further details on used solutions and medium components are provided in Supplementary Materials and Methods.

### RNA analysis

Cells were prepared for FACS sorting as described above and sorted into RNA Extraction buffer. RNA was extracted with PicoPure^TM^ RNA Isolation Kit (Arcturus) according to manufacturer´s protocol. The RNAseq analysis and read mapping was performed as a service at EMBL. HT-seq python package (version, 0.5.3p9, with flags–mode = union–stranded = no–type = exon) was used to count the number of reads aligned to the reference genes (genome build GRCm38.p4, Ensembl). Data were uploaded to Gene Expression Omnibus (GEO, accession no. GSE90160). Differential gene expression analysis was done with R using package EdgeR (v3.2.4) and a gene was considered differentially expressed if the adjusted p-value was <0.05. Gene ontology analysis was performed using PANTHER gene analysis tool (pantherdb.org). RNA analysis data are available in Supplementary Table S3.

### Colony forming efficiency (CFE)

The colonies were counted two weeks after plating based on EGFP expression. Colonies containing 10 cells or more were counted. CFE = colonies counted/cells plated × 100%. CFE was measured in four independent experiments.

### Statistics

Data are represented as mean ± SEM. Statistical significance was calculated using two-tailed unpaired Student’s t test. p < 0.05 was considered significant.

## Additional Information

**How to cite this article**: Viil, J. *et al*. A label-retaining but unipotent cell population resides in biliary compartment of mammalian liver. *Sci. Rep.* **7**, 40322; doi: 10.1038/srep40322 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
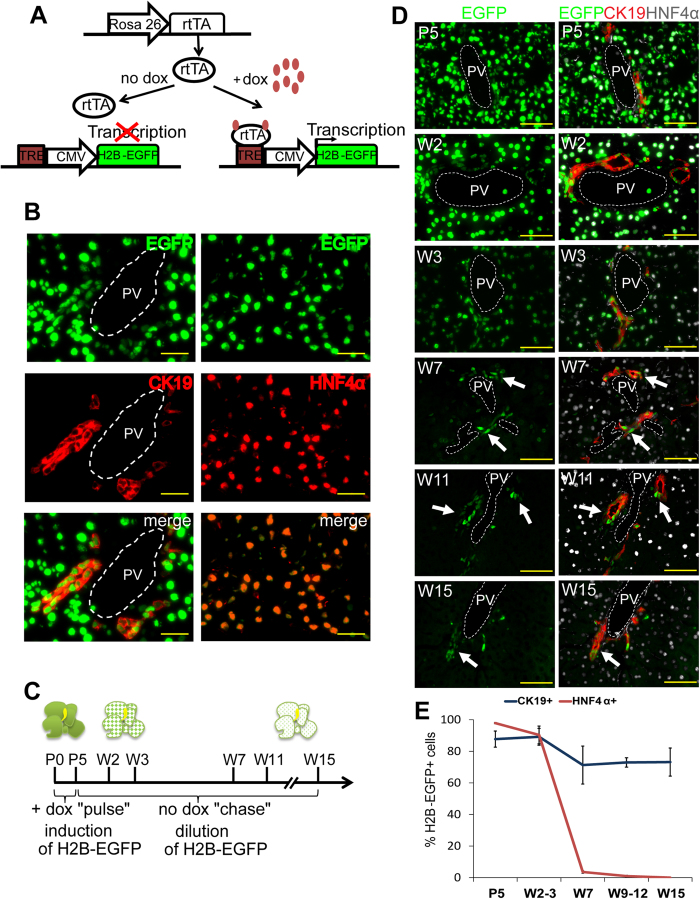
Liver LRCs are located in bile ducts. (**A**) Principle of genetic LRC labeling approach. In the absence of dox rtTA does not bind to TRE and H2B-EGFP is not expressed. Dox treatment results in transcriptional activation of H2B-EGFP. (**B**) H2B-EGFP (green) expression in biliary compartment (left) and hepatocytes (right) in P5 liver after 5 days of dox treatment. Scale bars: 25 μm. (**C**) Schematic representation of pulse-chase experiment. Bigenic pups received dox from P0–P5. H2B-EGFP expression was monitored at indicated time points. (**D**) Establishment of LRCs. Arrows point to CK19 positive (red) LRCs. Scale bars: 50 μm. (**E**) Loss of EGFP signal in hepatocytes (HNF4α+, red) and cholangiocytes (CK19+, blue) during 15 weeks. n = 3 per time point. Data represent mean ± SEM. PV-portal vein.

**Figure 2:**
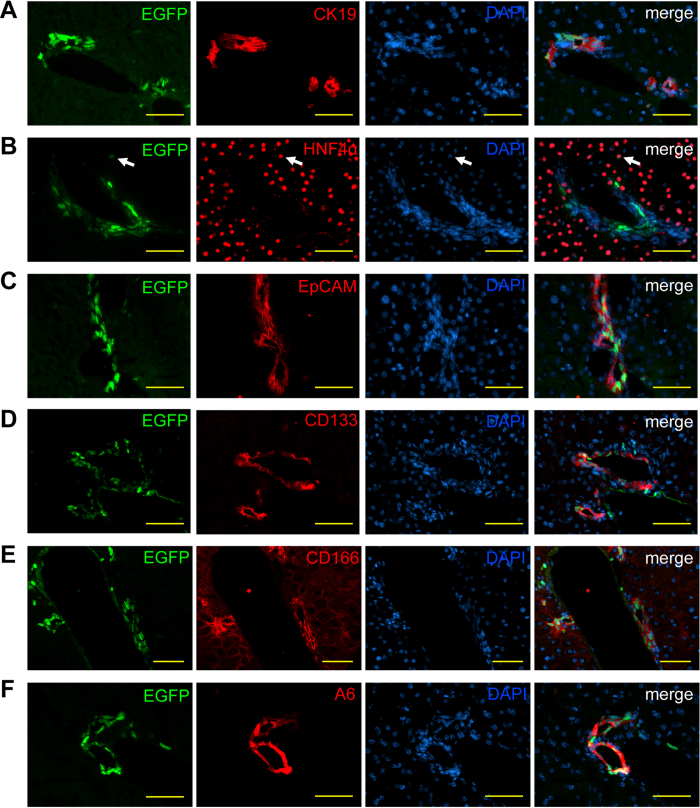
LLRCs express biliary and progenitor cell markers. (**A**–**F**) Frozen liver sections from 9–11 weeks old mice were immunostained with (**A**) CK19, (**B**) HNF4α, (**C**) EpCAM, (**D**) CD133, (**E**) CD166, and (**F**) A6 antibodies (red) and DAPI (blue). LRCs (green) in the bile ducts were positive for CK19, EpCAM, CD133, CD166 and A6. Rare LRCs in the parenchyma were HNF4α positive (**B**, arrow). Scale bars: 50 μm. n = 3.

**Figure 3:**
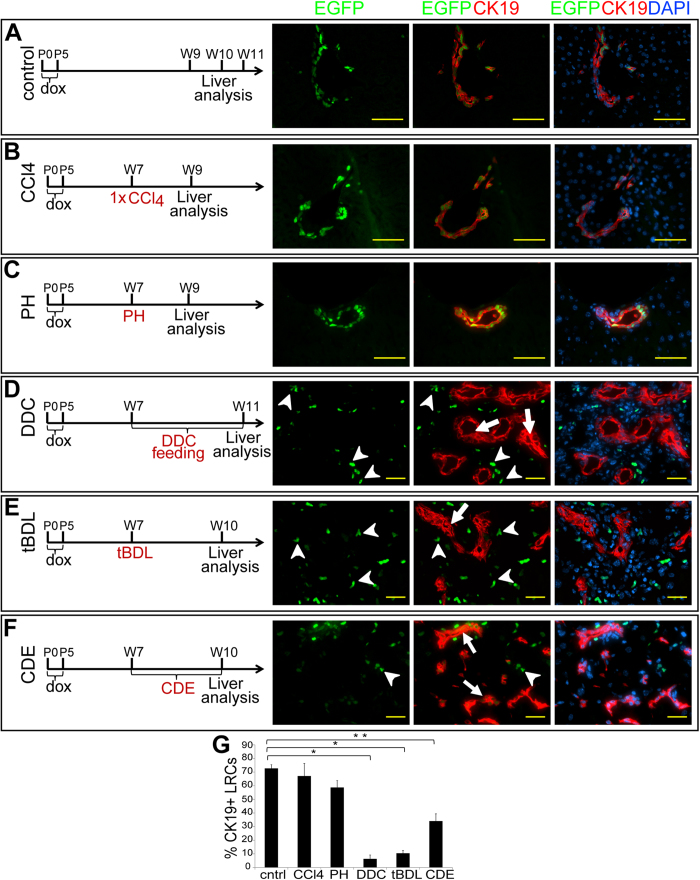
LLRCs are activated in response to biliary injury. CCl_4_ intoxication (**B**) or partial hepatectomy (PH) (**C**) did not alter the number of LRCs (green) in the CK19-expressing (red) bile ducts. DDC-feeding (**D**) and total bile duct ligation (tBDL) (**E**) induced ductular reaction (arrows), and the dilution or complete loss of EGFP signal in bile ducts. CDE diet (**F**) induced small ductular reactions. Simultaneously, small EGFP+ and CK19− cells (arrowheads) appeared around bile ducts (**D,E,F**). Uninjured livers were used as control (**A**). Nuclei (DAPI, blue). Scale bars: A–C 50 μm, D–F 25 μm. (**G**) The CK19+EGFP+ LLRC proportions were dramatically reduced in response to tBDL and DDC-diet (10% and 6% respectively, *p < 0,0001) and significantly reduced after CDE diet (35%, **p < 0,05) but not after PH or CCl_4_-treatment. n = 7 (control), n = 4 (CCl_4_), n = 4 (PH), n = 3 (DDC), n = 5 (tBDL), n = 2 (CDE). Data represent mean ± SEM.

**Figure 4:**
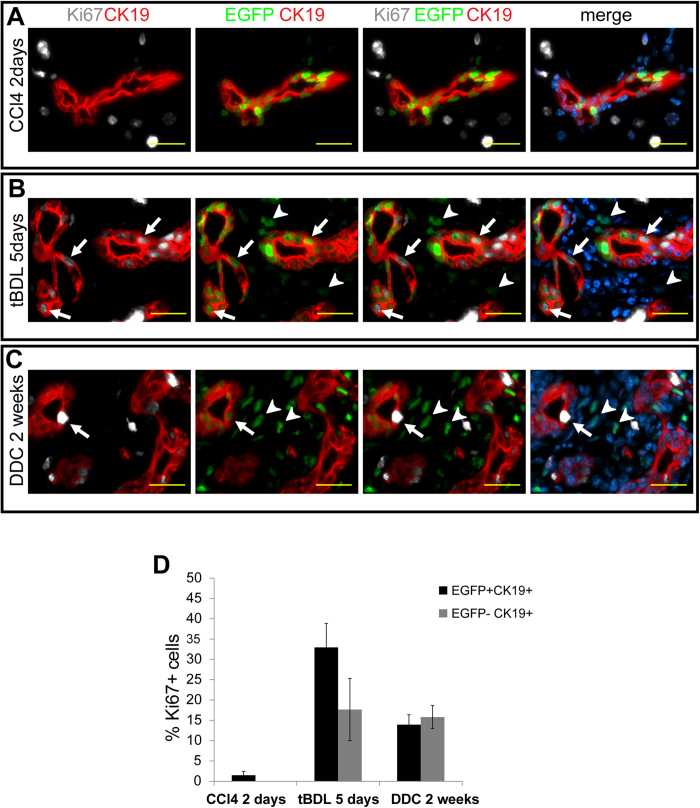
Proliferative status of biliary compartment in response to different types of liver injuries. (**A**) Proliferating cells (Ki67 +, grey) outside the CK19+ biliary compartment (red) 2 days after CCl_4_ injection. (**B**) Proliferating EGFP+CK19+Ki67+ cells (arrows) in biliary ducts 5 days after total bile duct ligation (tBDL). Arrowheads indicate infiltrating leukocytes. (**C**) Most cholangiocytes had lost their EGFP expression after 2 weeks of DDC feeding. Few EGFP+CK19+Ki67+ proliferating bile duct cells were detected (arrow). Arrowheads indicate infiltrating leukocytes. Nuclei (DAPI, blue). Scale bars: 25 μm. (**D**) Proliferation rate in biliary EGFP+ and EGFP− cells after different types of liver injuries. n = 2 per injury. Data represent mean ± SEM.

**Figure 5:**
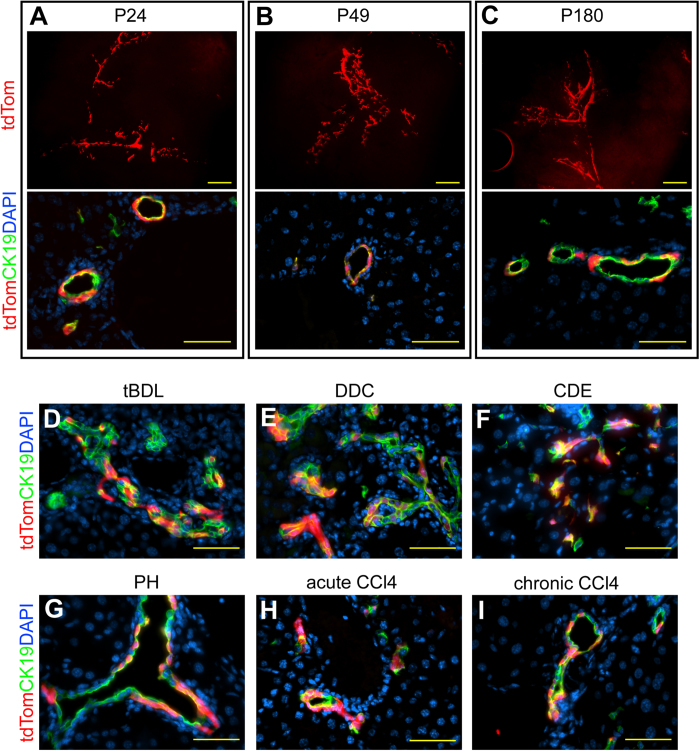
CK19+ cells participate only in biliary regeneration. (**A**–**C**) tdTomato (tdTom, red) expression in K19^CreERT2^/tdTomato mice 3 days (**A**), 1 month (**B**) and 5 months (**C**) after TMX injection. Upper image: tdTom (red) in biliary tree (1 mm-thick liver sections). Lower image: tdTom (red) co-expression with CK19 (green). Nuclei (DAPI, blue). Scale bars: upper image 200* *μm, lower image 50 μm. n = 3 per time point. (**D–I**) tdTom (red) expression after total bile duct ligation (tBDL) (**D**), DDC feeding (**E**), CDE diet (**F**), partial hepatectomy (PH) (**G**), acute CCl_4_ intoxication (**H**) and chronic CCl_4_ injury (**I**). CK19 (green). Nuclei (DAPI, blue). Scale bars: 50 μm. n = 3 (tBDL, DDC, PH, CCl_4_), n = 2 (CDE).

**Figure 6:**
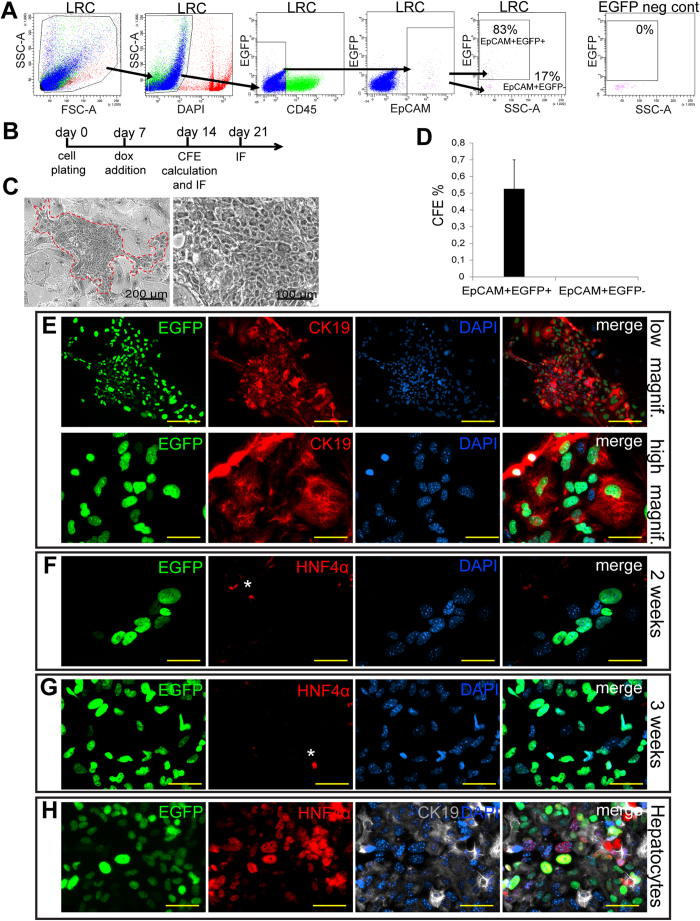
LLRCs possess enhanced unipotent progenitor properties *in vitro.* (**A**) Sorting strategy for EpCAM+EGFP+ and EpCAM+EGFP− cell isolation. Numbers indicate mean percentage of 4 independent experiments. CBA mouse was used as control. (**B**) Experimental setup for *in vitro* cultivation. (**C**) EpCAM+EGFP+ cell colony on feeder. (**D**) Colony forming efficiency (CFE) of EpCAM+EGFP+ and EpCAM+EGFP− cells. Data represent mean ± SEM of 4 independent experiments. *p < 0.05. (**E**–**G**) LLRC colonies express EGFP (green) and CK19 (red) (**E**) but not HNF4α (red) after 2-week (**F**) or 3-week (**G**) cultivation. Scale bars: E(upper panel) 200 μm, E (lower panel)-G 50 μm. *Non-specific staining. Experiment was performed 4 times. (**H**) Hepatocyte colonies show EGFP (green), HNF4α (red) and CK19 (grey) expression. Nuclei (DAPI, blue). Scale bars: 50 μm. Experiment was performed twice with similar results.

# Supplementary material for: A label-retaining but unipotent cell population resides in biliary compartment of mammalian liver
**Source:** Sci Rep. 2017 Jan 13;7:40322. doi: 10.1038/srep40322
**Supplement:** Supplementary Information

## **Supplementary material**

### **A label-retaining but unipotent cell population resides in biliary compartment of mammalian liver.**

Authors: Janeli Viil<sup>1</sup>, Mariliis Klaas<sup>1</sup>, Kadri Valter<sup>1</sup>, Denis Belitškin<sup>1</sup>, Sten Ilmjärv<sup>2</sup> and Viljar Jaks<sup>1, 3\*</sup>

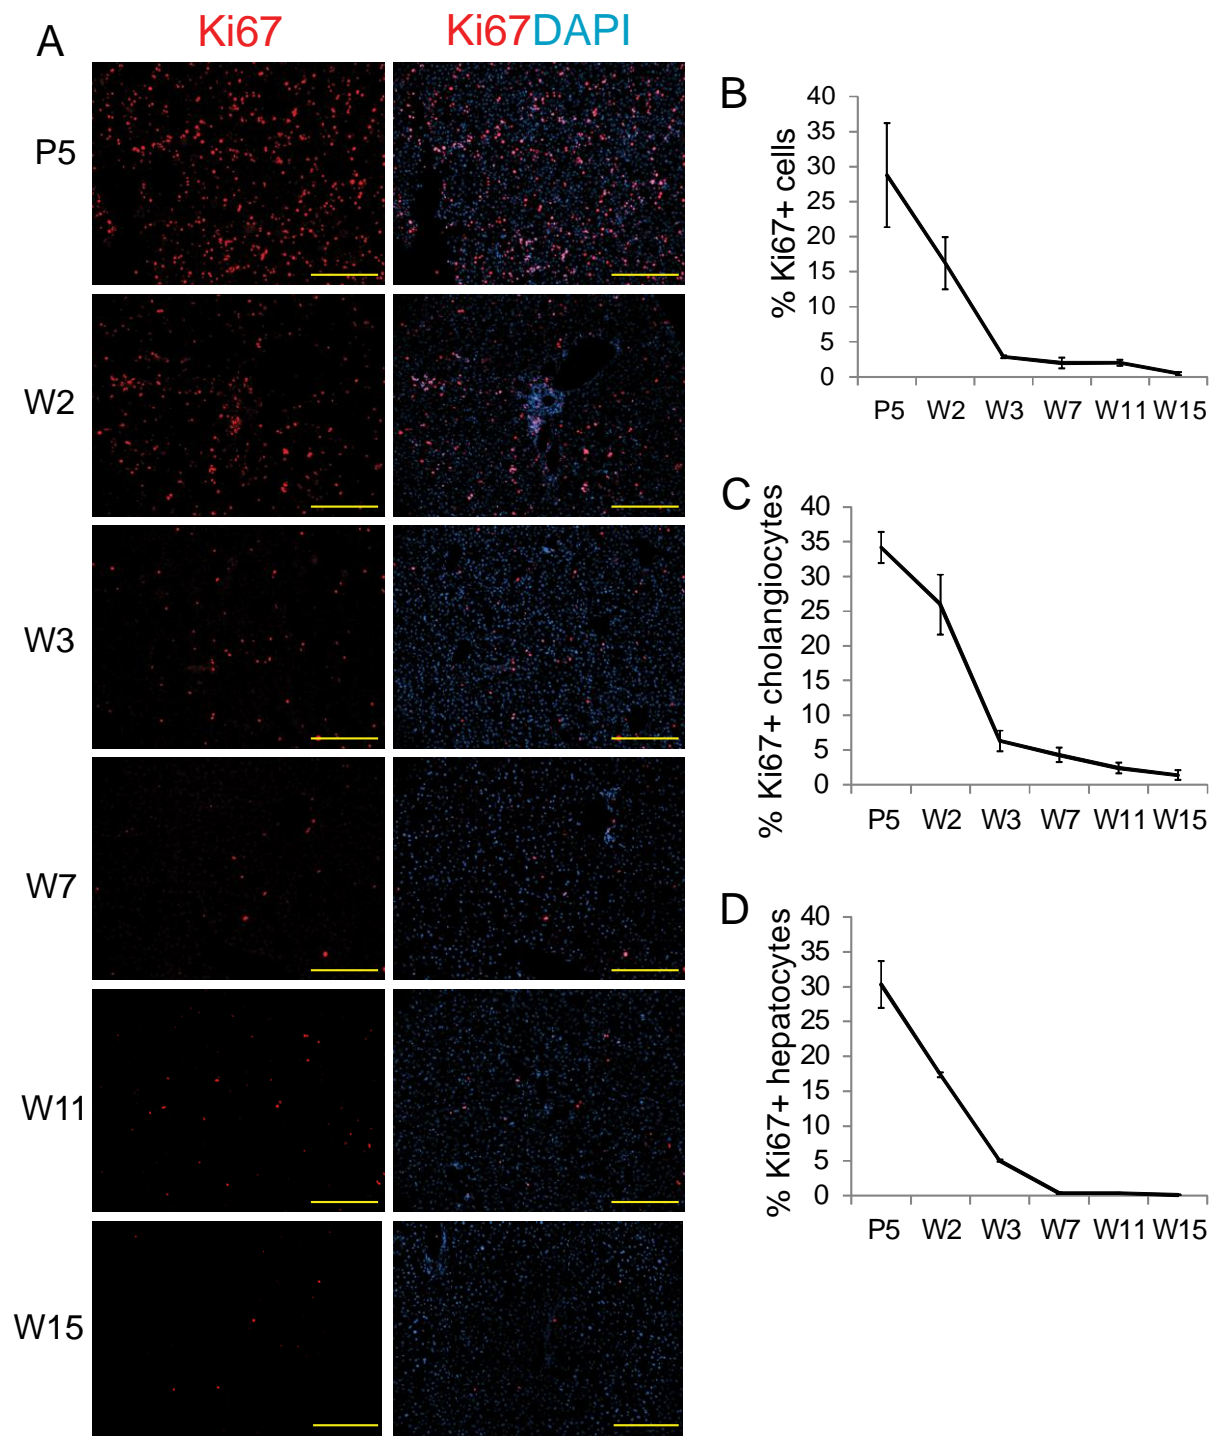

**Supplementary Figure S1. Dynamics in liver proliferation rate during the postnatal liver maturation.**

(A) Proliferating cells (Ki67+, red) in mouse liver at indicated time points. Nuclei are stained with DAPI (blue). Scale bars: 200  $\mu$ m.

(B) Overall proliferation rate in the liver at different time points. n=2-3 per time point

(C-D) Proliferation rate of cholangiocytes (C) and hepatocytes (D) at different time points. n=2-3 per time point.

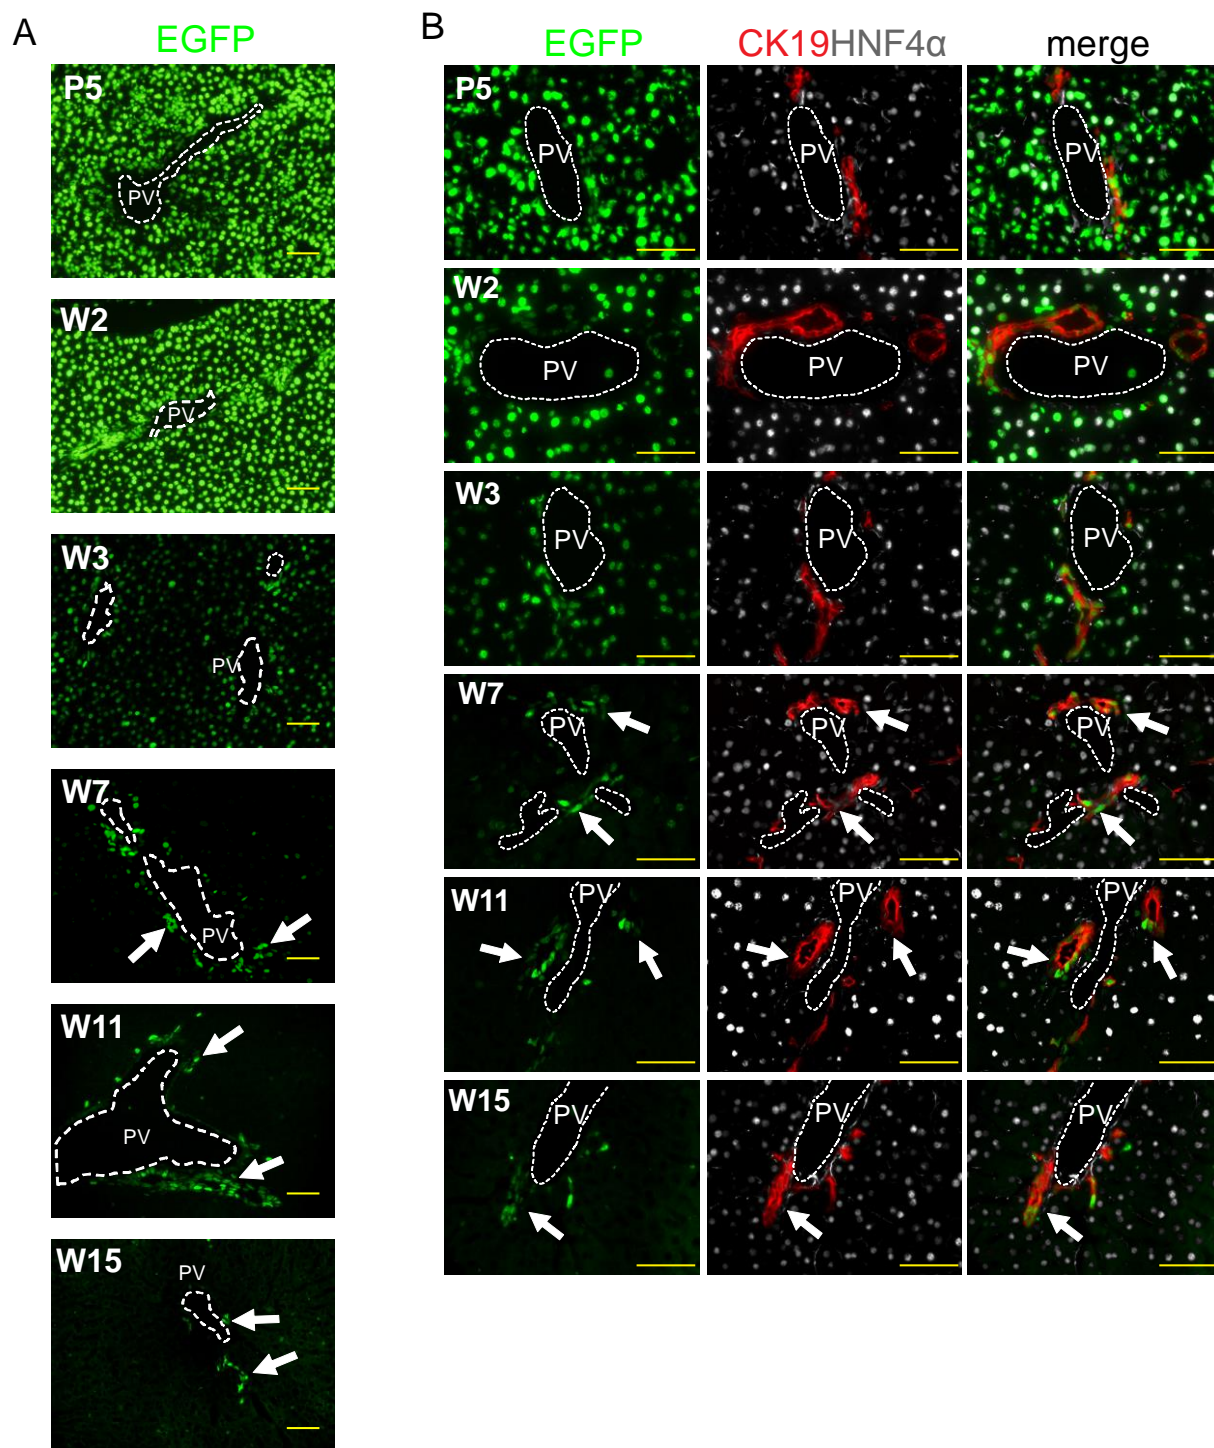

**Supplementary Figure S2. Establishment of liver LRCs in portal areas during liver maturation.**

(A) P5 and W2 livers show strong overall H2B-EGFP expression (green). From week 3, the EGFP signal is starting to dilute. Arrows indicate LRCs. Nuclei were stained with DAPI (blue). n=3 per time point

(B) Majority of EGFP+ LRCs (green) are concentrated around the portal vein and in the CK19-positive (red) bile ducts (arrows). Hepatocytes (HNF4 $\alpha$ +, grey). Scale bars: 50  $\mu$ m. PV-portal vein. n=3 per time point.

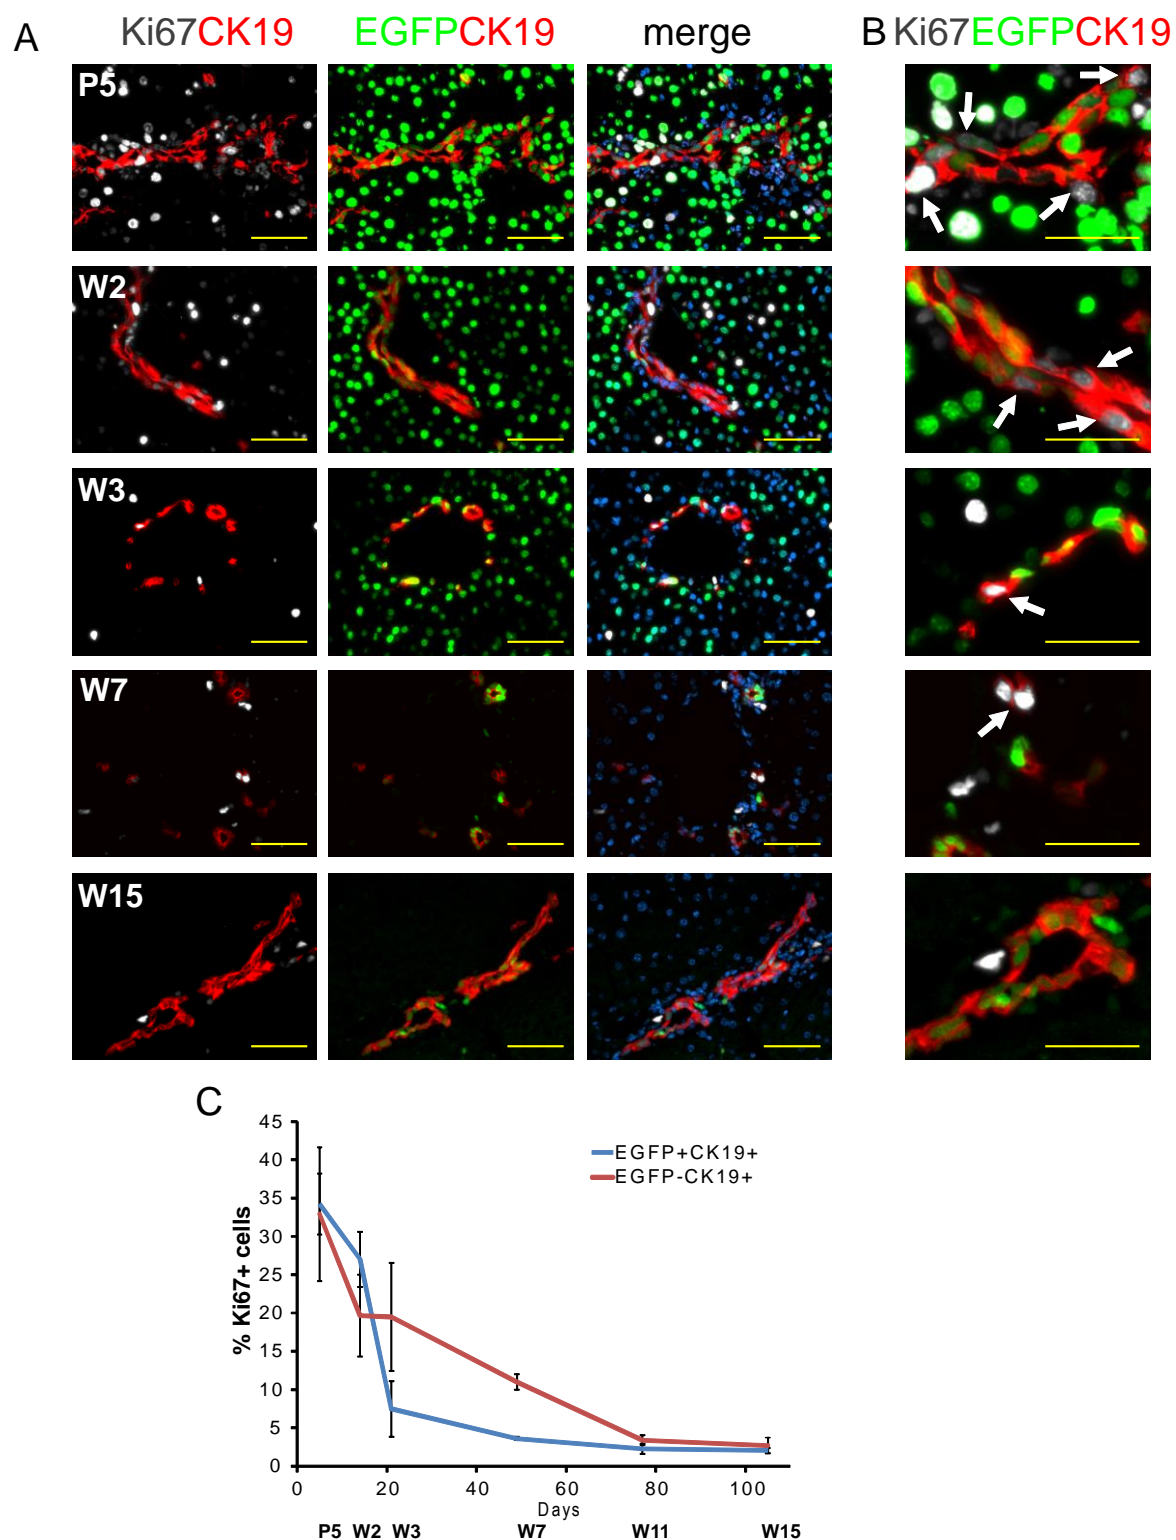

**Supplementary Figure S3. Proliferation dynamics in biliary compartment during liver maturation.**

(A-B) Proliferation of liver cells at different time points. Arrows indicate proliferating cholangiocytes (Ki67+, grey and CK19+, red). EGFP (green). Nuclei were stained with DAPI (blue). Scale bars: A 50  $\mu$ m, B 25  $\mu$ m.

(C) A comparative analysis of Ki67 expression in EGFP+ (blue) and EGFP- (red) cholangiocytes during homeostatic liver maintenance. Ki67 positive cells were counted in biliary EGFP+CK19+ and EGFP-CK19+ cells. n=2-3 per time point.

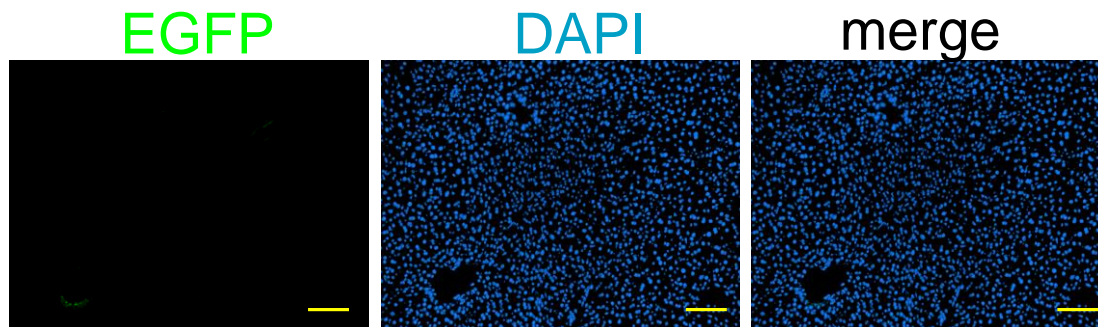

**Supplementary Figure S4. H2B-EGFP expression without doxycycline induction in normal mouse liver.**

No EGFP expression was detected in the livers of bigenic R26-rtTA-H2B-EGFP mice without doxycycline treatment. Nuclei were stained with DAPI (blue). Scale bars: 100  $\mu$ m.

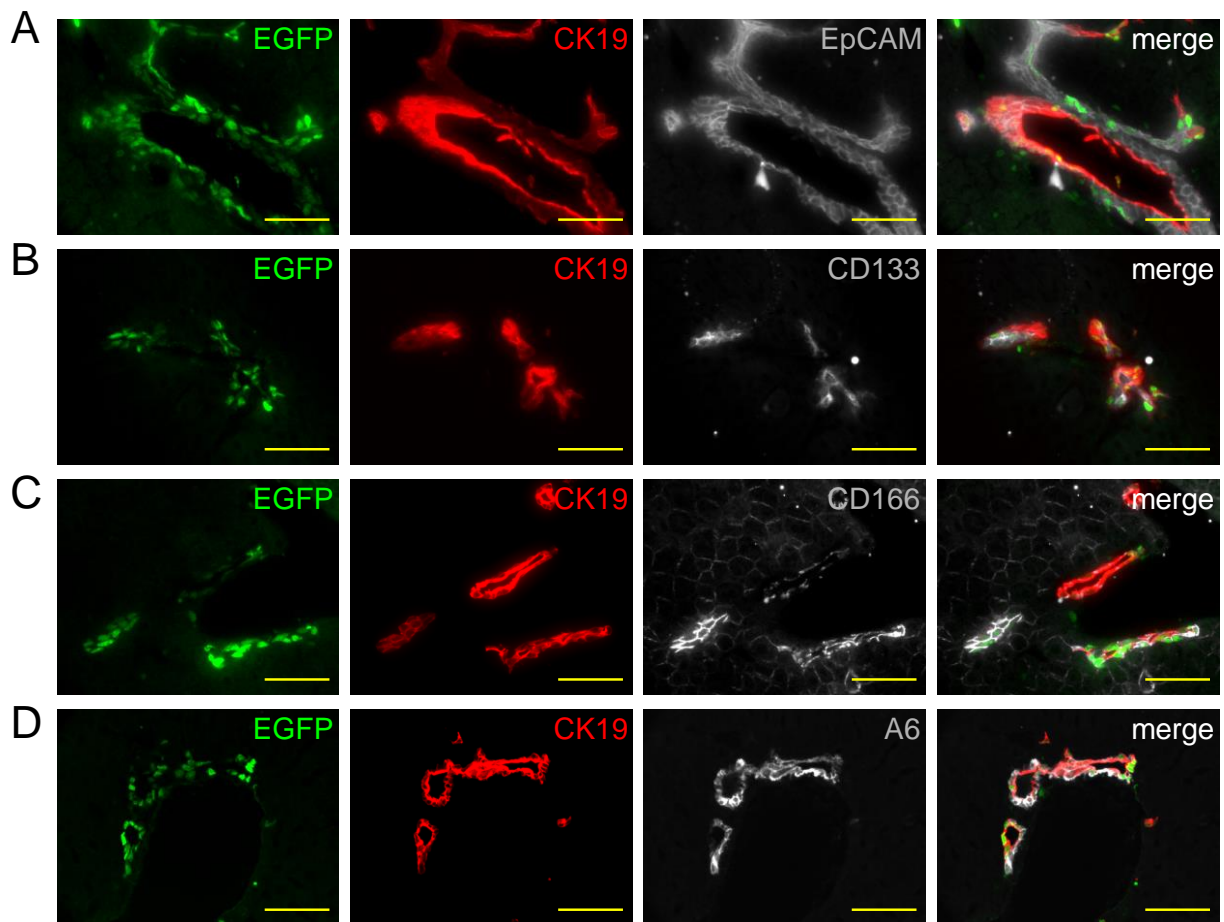

**Supplementary Figure S5. Co-expression of biliary epithelial cell markers in LLRC compartment.**

Cholangiocyte marker CK19 (red) is co-expressed with EpCAM (A, grey), CD133 (B, grey), CD166 (C, grey) and A6 (D, grey) in LRCs (green) in the liver. Scale bars: 50  $\mu$ m.

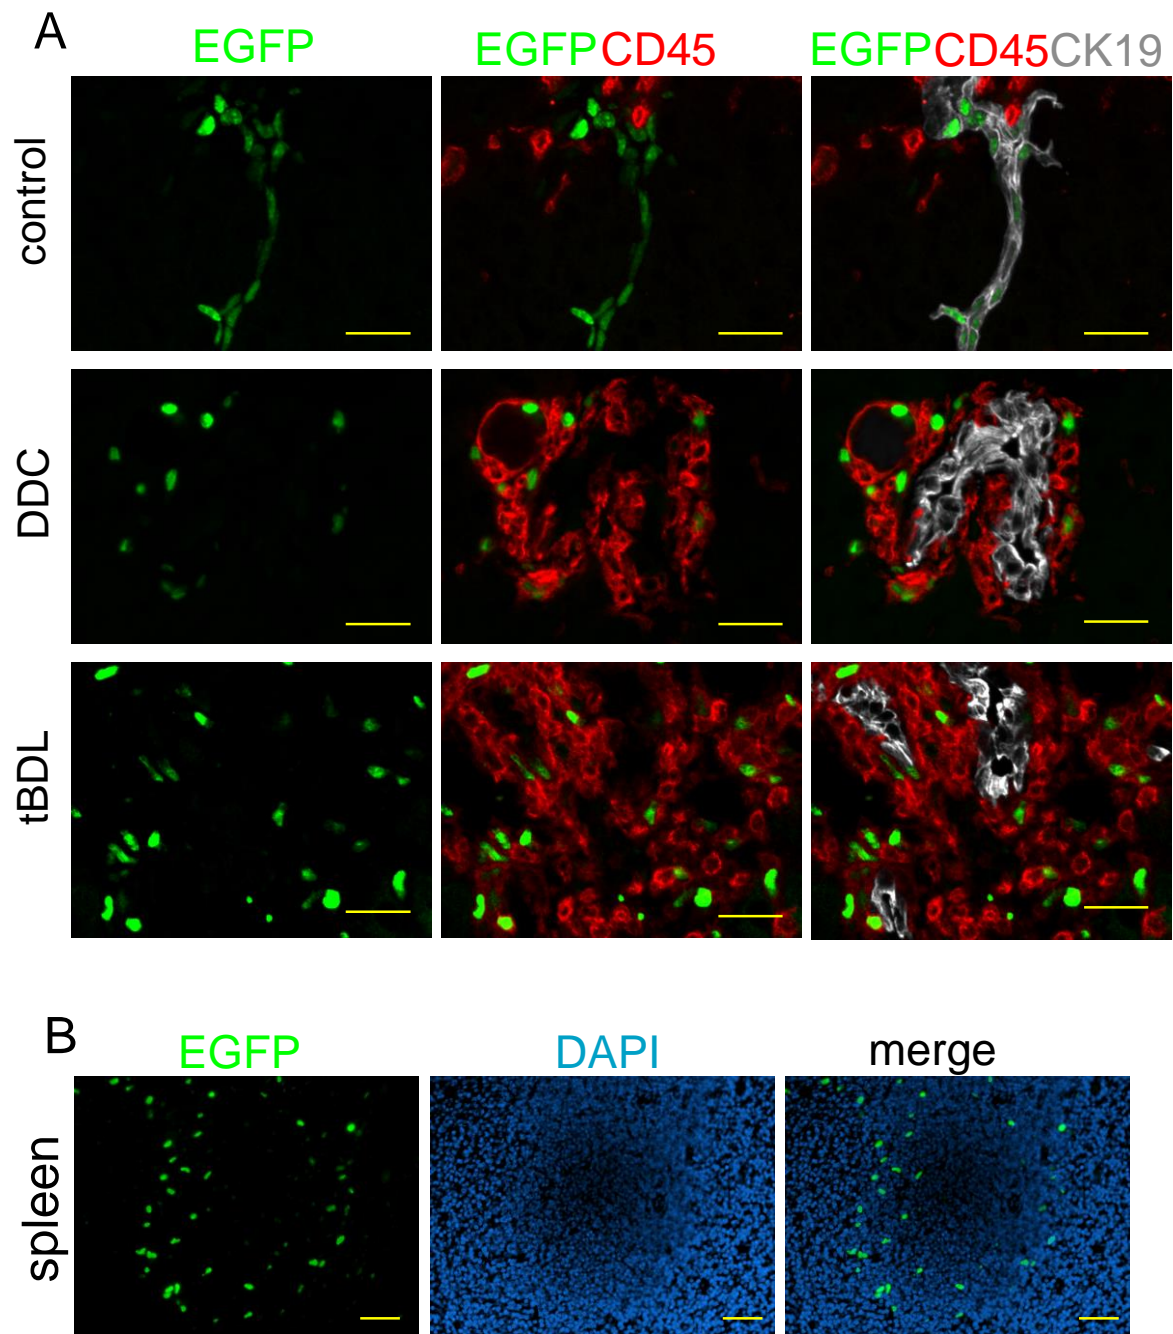

**Supplementary Figure S6. Dox-independent H2B-EGFP expression in infiltrating hematopoietic cells.**

(A) LLRCs (green) in normal control mouse were CD45<sup>-</sup> (red) and CK19<sup>+</sup> (grey) while infiltrating EGFP<sup>+</sup> (green) cells in injured livers were CD45<sup>+</sup> and CK19<sup>-</sup> confirming their hematopoietic origin. Scale bars: 25 μm. tBDL- total bile duct ligation. n= 3 per injury.

(B) EGFP<sup>+</sup> cells (green) in the spleen of bigenic R26-rtTA-H2B-EGFP mouse without doxycycline induction. Nuclei were stained with DAPI (blue). Scale bars: 100 μm.

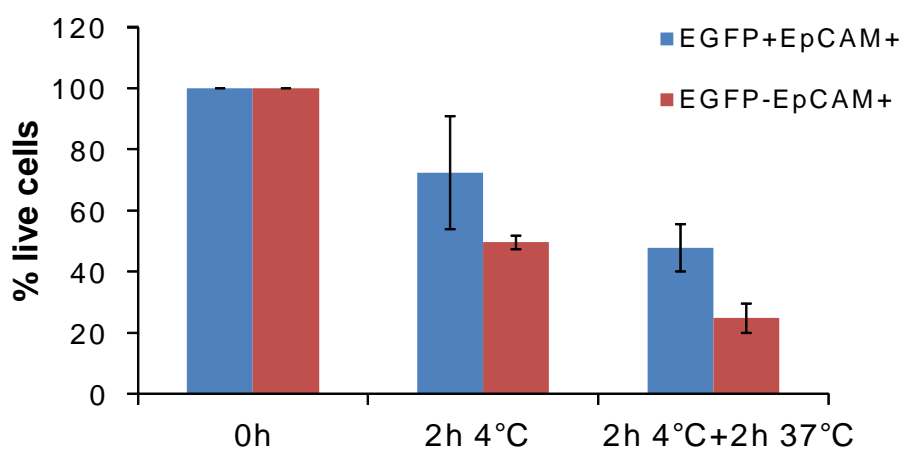

**Supplementary Figure S7. Analysis of cell viability after FACS sorting.**

Viability of sorted EGFP+EpCAM+ (blue) and EGFP-EpCAM+ (red) cells directly after sorting (0h), after 2-hour incubation on ice (2h 4°C), and after 2-hour incubation on ice and 2-hour incubation in suspension in cell incubator (2h 4°C+2h 37°C). n=2. Data represent mean  $\pm$  SEM.

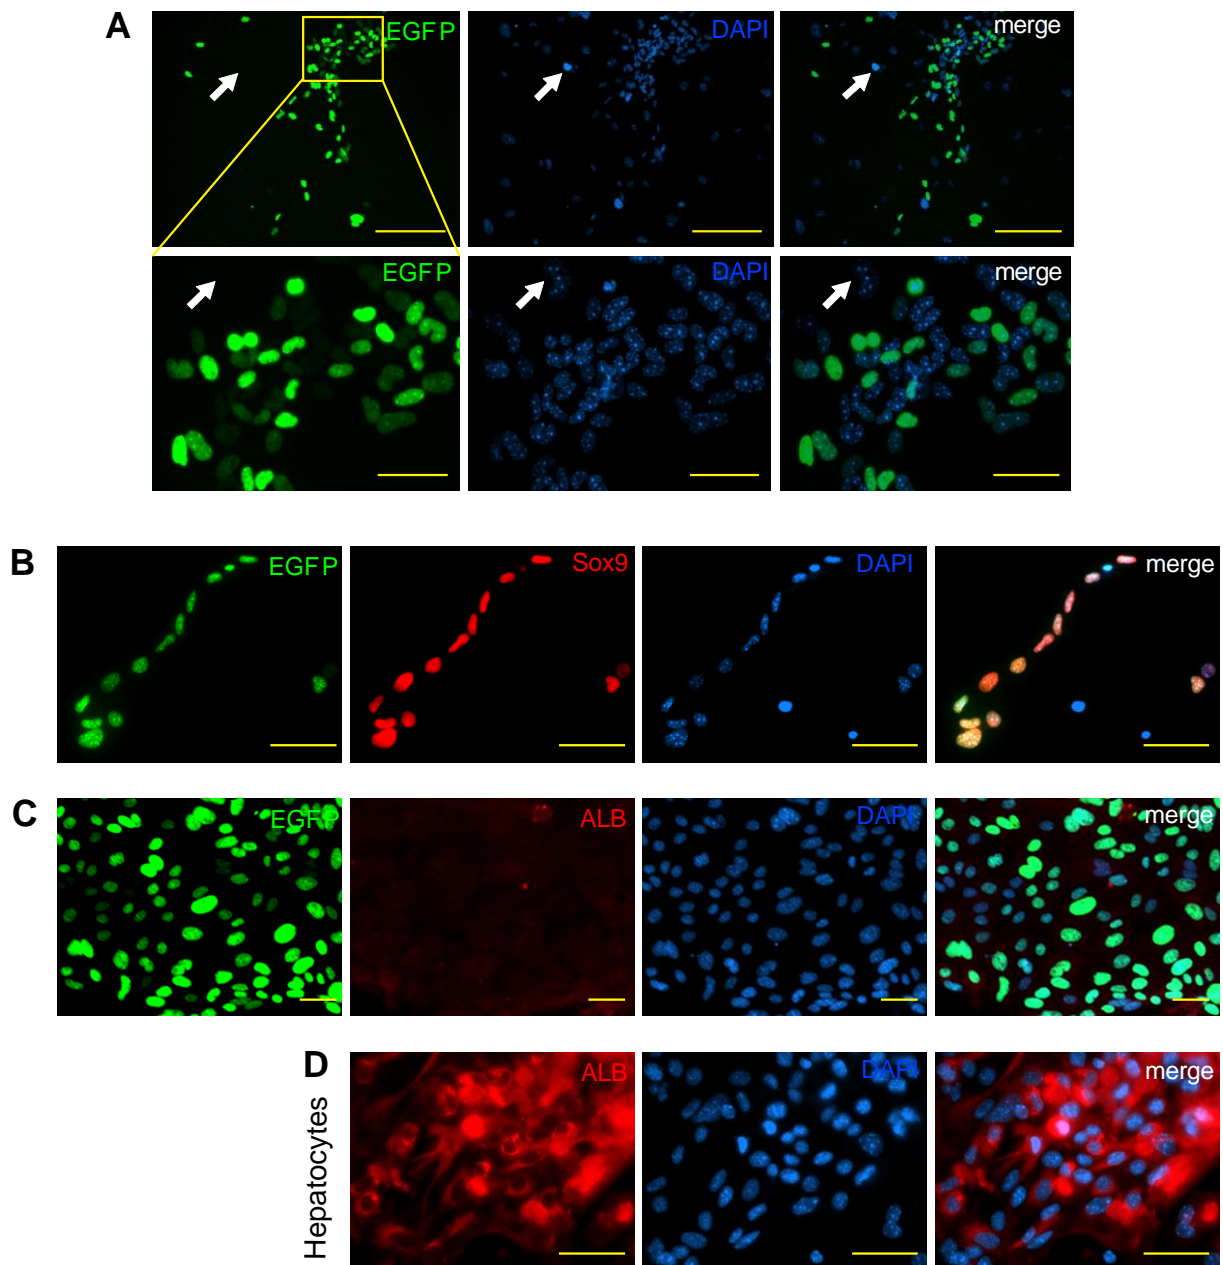

**Supplementary Figure S8. H2B-EGFP expression labels cells derived from R26-rtTA-H2B-EGFP bigenic mice.**

(A) Nuclear EGFP expression (green) in a cell colony derived from purified EpCAM<sup>+</sup> EGFP<sup>+</sup> cells. Feeder cells are EGFP<sup>-</sup> (arrow).

(B-C) LLRCs (green) express Sox9 (red) (B) but not ALB (C).

(D) ALB (red) expression in hepatocytes. Nuclei were stained with DAPI (blue). Scale bars: A (top row) 200  $\mu$ m, A (bottom row)-D 50  $\mu$ m.

## Supplementary tables

**Supplementary Table S1. List of primary antibodies**

| Antibody       | Host, cat no    | Dilution | Source, reference              |
|----------------|-----------------|----------|--------------------------------|
| Cytokeratin 19 | Rabbit, 3863-1  | 1:20000  | Epitomics                      |
| EpCAM (CD326)  | Rat, 118201     | 1:200    | BioLegend                      |
| HNF4 $\alpha$  | Goat, sc-6556   | 1:200    | Santa Cruz Biotechnology       |
| CD133-PE       | Rat, 12-1331    | 1:100    | eBioscience                    |
| CD166-PE       | Rat, 12-1661    | 1:100    | eBioscience                    |
| CD45-PE        | Rat, 12-0451    | 1:1000   | eBioscience                    |
| EpCAM-APC      | Rat, ab95641    | 1:100    | Abcam                          |
| A6             | Rat             | 1:100    | gift from Dr. Valentina Factor |
| Ki67           | Rat, 14-5698-82 | 1:200    | eBioscience                    |

**Supplementary Table S2. List of secondary antibodies**

| Antibody                           | Cat no | Dilution | Source     |
|------------------------------------|--------|----------|------------|
| Alexa Flour 594 Donkey anti-rabbit | A21207 | 1:1000   | Invitrogen |
| Alexa Flour 594 Donkey anti-rat    | A21209 | 1:1000   | Invitrogen |
| Alexa Flour 594 Donkey anti-goat   | A11058 | 1:1000   | Invitrogen |
| Alexa Flour 647 Chicken anti-goat  | A21469 | 1:1000   | Invitrogen |
| Alexa Flour 647 Donkey anti-rabbit | A31573 | 1:1000   | Invitrogen |

**Supplementary Table S3. List of genes differentially (FDR<0,05) expressed in liver LRCs when compared to non-LRC biliary cells.**

| geneID             | logFC       | FDR         | Gene Name |
|--------------------|-------------|-------------|-----------|
| ENSMUSG00000029212 | 10,21459939 | 0,048876854 | Gabrb1    |
| ENSMUSG00000050234 | 7,86332491  | 2,23E-05    | Gja4      |
| ENSMUSG00000034037 | 7,408444912 | 0,041488057 | Fgd5      |
| ENSMUSG00000027435 | 7,227174185 | 0,000593835 | Cd93      |
| ENSMUSG00000046916 | 6,582207378 | 2,03E-05    | Myct1     |
| ENSMUSG00000024440 | 6,576655861 | 0,01557578  | Pcdh12    |
| ENSMUSG00000026872 | 6,44943707  | 0,000129247 | Zeb2      |
| ENSMUSG00000048120 | 5,923759088 | 1,45E-06    | Entpd1    |
| ENSMUSG00000046280 | 5,914456762 | 0,000413124 | She       |
| ENSMUSG00000090958 | 5,871570824 | 0,005616017 | Lrrc32    |
| ENSMUSG00000053062 | 5,710581566 | 2,03E-05    | Jam2      |
| ENSMUSG00000035778 | 5,710228204 | 0,008177825 | Ggta1     |
| ENSMUSG00000031841 | 5,584604358 | 0,000102106 | Cdh13     |
| ENSMUSG00000022220 | 5,4206733   | 0,009068885 | Adcy4     |
| ENSMUSG00000022122 | 5,393082659 | 3,89E-05    | Ednrb     |
| ENSMUSG00000062515 | 5,389774697 | 0,000139266 | Fabp4     |
| ENSMUSG00000019880 | 5,312291626 | 0,002701976 | Rspo3     |
| ENSMUSG00000039167 | 5,310021571 | 0,000129247 | Adgrl4    |
| ENSMUSG00000038543 | 5,30583152  | 0,018411107 | BC028528  |
| ENSMUSG00000026712 | 5,276617172 | 1,05E-07    | Mrc1      |
| ENSMUSG00000039706 | 5,112524109 | 0,018255684 | Ldb2      |
| ENSMUSG00000024168 | 4,969675237 | 4,50E-05    | Tmem204   |
| ENSMUSG00000030123 | 4,898145162 | 0,01478131  | Plxnd1    |

|                    |              |             |         |
|--------------------|--------------|-------------|---------|
| ENSMUSG00000031202 | -9,32960352  | 0,000791068 | Rab39b  |
| ENSMUSG00000052525 | -8,906431564 | 3,89E-05    | Spdya   |
| ENSMUSG00000032899 | -8,603938336 | 0,039929727 | Styk1   |
| ENSMUSG00000025529 | -8,431258105 | 0,037632529 | Zfp711  |
| ENSMUSG00000070527 | -8,002665399 | 0,001798539 | Mkrn3   |
| ENSMUSG00000045140 | -7,946843058 | 0,002759248 | Pigw    |
| ENSMUSG00000028874 | -7,680303592 | 0,003172496 | Fgr     |
| ENSMUSG00000020142 | -7,639170061 | 0,004118334 | Slc1a4  |
| ENSMUSG00000104515 | -7,609571196 | 0,030591854 | Gm37163 |
| ENSMUSG00000025905 | -7,582980337 | 0,000102106 | Oprk1   |
| ENSMUSG00000022033 | -7,461532127 | 0,006192005 | Pbk     |
| ENSMUSG00000044702 | -7,182462569 | 0,023562987 | Palb2   |
| ENSMUSG00000097814 | -7,039214606 | 0,000129247 | Panct2  |
| ENSMUSG00000034855 | -7,007531774 | 0,023445821 | Cxcl10  |
| ENSMUSG00000086706 | -6,922116022 | 0,035291992 | Gm15848 |
| ENSMUSG00000073274 | -6,104747456 | 0,00306856  | Gm14636 |
| ENSMUSG00000042246 | -5,73599692  | 0,002555431 | Tmc7    |
| ENSMUSG00000068037 | -4,960396543 | 0,042529063 | Mas1    |
| ENSMUSG00000089940 | -4,703500815 | 0,01225927  | Gm4117  |
| ENSMUSG00000089810 | -4,520104161 | 0,010948614 | Gm16536 |

LRCs: label-retaining cells; logFC-logarithmic fold change; FDR-false discovery rate. 

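In Supplementary Table S3 a positive logFC marks a gene that is lower in LLRCs, since the authors' comparison is non-LRC over LLRC. The authors' deposited table of the same comparison gives logFC, average abundance, p and FDR for all 46603 rows of the count table, and 101 of its genes have an FDR below 0.05, 81 of them lower and 20 higher in LLRCs. These include the 95 genes of Supplementary Table S3. The other 6 are Amy2a2, Amy2a3, Amy2a4, Amy2a5, Prss2 and Cpb1, which encode digestive enzymes. When edgeR's exact test was run on every row, rows without reads included (a setting chosen after seeing the data), its fold changes correlated across rows with those of the authors' deposited table at r = 0.998 after the sign was turned. That test called 104 genes, 97 of which have an FDR below 0.05 in the authors' deposited table.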

A gene was considered differentially expressed if the adjusted p-value (FDR) was <0.05. n=4

## Supplementary Materials and Methods

### Solutions and medium

EGTA solution: Krebs-Ringer buffer (119 mM NaCl, 4.7 mM KCl, 1.2 mM KH<sub>2</sub>PO<sub>4</sub>, 1.2 mM MgSO<sub>4</sub>, 4.2 mM NaHCO<sub>3</sub>, 2 mM CaCl<sub>2</sub>, 10 mM glucose) supplemented with 3 mM EGTA.

Collagenase solution: Krebs- Ringer buffer supplemented with 1 mM CaCl<sub>2</sub> and Collagenase type II (0.35 mg/ml).

Pronase solution: Collagenase solution supplemented with pronase (0.5 mg/ml, Roche).

Growth medium: Williams medium E containing 5% FBS, 1µM dexamethasone, 1% penicillin/streptomycin, 4 µg/ml human recombinant insulin, 2 mM GlutaMax, 15 mM Hepes (pH 7.4), 1 mM sodium pyruvate, 1 x Insulin-Transferrin-Selenium-Ethanolamine, 50 ng/ml recombinant human EGF, 30 ng/ml recombinant human HGF (all Gibco).

### Viability measurement

0,4%Trypan blue solution was added to the cell suspension (1:1). Live and dead cells were counted after 5 minutes of incubation. Viability=live/total x 100%

### Image analysis

Images were obtained with Olympus BX61 and Olympus CellR fluorescence microscopes, and processed with Hokawo software v2.1 (Hamamatsu Photonics).

How the deposited data were processed for this re-analysis (not part of the article)

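RNA-seq was analysed for 8 libraries, an LLRC (EGFP-positive) and a non-LRC (EGFP-negative) library from each of 4 mice. The sample labels name the mouse of each library. The authors aligned the reads at a service facility and made the counts with HTSeq 0.5.3p9 in union mode, without strand, on exons of GRCm38.p4 with the Ensembl annotation. The deposited values are raw counts per gene. The paper's text does not name the aligner. The authors' deposited table of their edgeR comparison holds log2 fold changes, given as non-LRC over LLRC, average log2 abundance, and p-values with adjusted p-values for the 46603 rows of the count table. It was read only to set its values beside the re-analysis.

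From the counts, 13605 genes passed edgeR's filterByExpr. Library sizes were scaled by TMM, with factors from 0.816 to 1.23, and genes were tested with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with the group as the only term, Benjamini-Hochberg adjustment and a threshold of 0.05. The default settings of glmQLFit in that version were used. After these had given 0 genes, a newer form of the dispersion that the same version offers was run in their place by mistake. It is kept only as an alternative, chosen after seeing the data. DESeq2 1.42.0 and limma 3.58.1 were used for alternatives. Marker lists of 11 cell types or states, written before the data were examined, were tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation. Gene symbols, types and coordinates were taken from GENCODE M21 for GRCm38, or from a table of gene names, for 46091 of the 46603 identifiers, and 512 had none.

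The genes named in the text are those the paper names from the RNA-seq, the markers of its sort (Epcam and Ptprc), some of its stained markers (Krt19, Hnf4a, Prom1, Alcam, Sox9 and Alb), and members of the marker lists. The 3 genes with the largest increase and the 3 with the largest decrease among those past the threshold were also to be named, but no gene passed. The 4 libraries per group allow a smallest exact two-sided permutation p of 0.029. The exact permutation test moved all 8 libraries freely between the groups and ignored the mouse. Permutation within mice was not run and could not give a p as small. A floor of 3 counts corresponds to between 0.291 and 0.626 CPM in these libraries. The 2 libraries of each mouse come from the same animal, so the numbers pair the libraries. Across genes, the deviations of a mouse's libraries from their group means correlated at 0.096, 0.074, 0.003 and 0.171 for JV602, JV621, JV624 and JV6314. Y-linked transcripts were read in all libraries, and Xist had 120 counts in the LLRC library of JV621 and 0 in the other libraries.

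The tests were tested on simulated data with the abundances and library sizes of these libraries and 200 of 13605 genes changed by 3 on the log2 scale. At a dispersion of 0.1 all 200 were recovered by each test. At the dispersion of these libraries the quasi-likelihood test recovered 76 of them with 2 false calls, the exact test 138 with 45 false calls, the likelihood ratio test 141 with 54, DESeq2 150 with 81, and limma 65 with 0. The alternatives were other filters, normalizations and tests, the mouse as a block, and each library left out. No gene ontology terms were counted, since no ontology was used here.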

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

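The tests of acinar and endothelial RNA and of the cholangiocyte share, and the count of splits for genes with an unadjusted p below 0.05, were chosen after the patterns had been seen.

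Endothelial genes that the paper does not discuss were lower in LLRCs. Of 25 endothelial markers outside Supplementary Table S3, 19 were tested, and all 19 were lower in LLRCs, with a median log2 fold change of -3.24. The median was between -3.49 and -2.94 with any single library left out. Another 25 endothelial markers are in Supplementary Table S3, where the study picked them from these libraries, with a median of -3.76. Among these are Cldn5, Esam, Cdh5, Pecam1, Eng, Flt1 and Tek, which the paper names for cell-cell contacts or vessel formation. Both lists had an adjusted p below 0.05 in camera, fry and camera with an estimated correlation (1.69e-33, 0.00841 and 0.0151 for the list outside the table). Of the 35 splits of the 8 libraries into 4 and 4, only 1, the real one, gave the outside list a median as far from 0. Unequal depth is argued against, since the median was -3.30 after the counts were thinned to the smallest library. A trend on GC content and transcript length was weak (R squared 0.012) and had a median of -0.093 for these genes. The median was -3.15 after the trend was removed. This argues against GC content and transcript length only as far as such a trend captures them. A lower share of cholangiocytes alone would move hepatocyte markers alike, yet the endothelial list was lower than the hepatocyte list by a mean log2 difference of -1.81 (SD 1.62 over 4 mice). That difference was -1.30, -3.40, 0.23 and -2.78 in JV602, JV621, JV624 and JV6314, so JV624 is an exception. A candidate explanation is endothelial cells or their RNA in the EGFP-negative sort. It cannot be told apart from lower expression of these genes in LLRCs themselves, since both would give the median of -3.24 and the sort and the groups are the same. The mean levels in non-LRC cells were highest for S1pr1 at 82.8 CPM, Sox17 at 53.5 CPM and Egfl7 at 45.8 CPM. S1pr1 and Sox17 rested mostly on JV621, and without it the means were 28.6 CPM for S1pr1, 6.58 CPM for Sox17 and 39.7 CPM for Egfl7, which was then the highest.

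Transcripts of pancreatic enzymes stood out in the non-LRC library of JV6314, where Cpb1, one of the 6 genes that the authors' deposited table calls and Supplementary Table S3 does not list, had 1388 counts, and at most 1 count in any other library. The 17 acinar genes that the authors' deposited table does not call, listed after seeing the data, summed to 1307 CPM there and to at most 7.33 CPM in any other library, and 16 of the 17 were highest there. A candidate explanation is pancreatic acinar cells or their RNA in that library. No biological explanation was tested.

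In 7 of 64 groups of 4 values, 1 library stood far from the other three, where chance gives about 1 in 20. These were the non-LRC values of JV621 for Jam2 (1422 CPM), Gabrb1 (96.3 CPM) and Prom1 (377.5 CPM), the non-LRC values of JV602 for Tek (30.9 CPM) and of JV6314 for Ptprc (1.38 CPM), and the LLRC values of JV621 for Cdh13 (9.82 CPM) and of JV624 for Wnt2 (0.588 CPM). The values of Wnt2 and Ptprc rest on 4 and 7 counts. No explanation was tested for these single values.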

How the results depend on the processing

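All settings here were set before the data were examined, except those named as chosen after seeing the data. The number of genes with an adjusted p below 0.05 was 0 in edgeR's quasi-likelihood test, with 702 genes at an unadjusted p below 0.05. It was also 0 with a filter of at least 1 CPM in 2 libraries, upper-quartile scaling, library size only, DESeq2's size factors in the edgeR fit and limma, and with 2 settings chosen after seeing the data, counts thinned to the smallest library and mitochondrial-like pseudogenes left out. In these settings between 641 and 1048 genes had an unadjusted p below 0.05. Leaving out each library in turn gave from 0 to 6 genes in total, from 0 to 6 lower in LLRCs and from 0 to 6 of Supplementary Table S3. The 6 genes were called without the non-LRC library of JV602.

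Other tests called more genes. Without an expression filter the count was 11 (1 higher and 10 lower in LLRCs), all 11 in Supplementary Table S3. DESeq2 called 221 (49 higher, 172 lower), of which 84 were in the table in its direction (14 higher, 70 lower). edgeR's exact test called 179 (30 higher, 149 lower), of which 86 were in the table (14 higher, 72 lower). The likelihood ratio test called 171 (36 higher, 135 lower), of which 86 were in the table (14 higher, 72 lower). The exact test with no filter called 142 (30 higher, 112 lower), and these held all 95 genes of the table (20 higher, 75 lower). With 2 settings chosen after seeing the data, the exact test on every row called 104 (25 higher, 79 lower), of which 91 genes (20 higher, 71 lower) were in the table, and the newer quasi-likelihood dispersion called 73 (12 higher, 61 lower), of which 55 genes (6 higher, 49 lower) were in the table. Adjusted over the list alone, 86 genes of the table passed in the quasi-likelihood test (14 higher, 72 lower). In simulated counts at the dispersion of these libraries, with the expression filter, the exact test, the likelihood ratio test and DESeq2 made 45, 54 and 81 false calls, against 2 in the quasi-likelihood test. The settings with no filter, the exact test on every row and the newer dispersion were not simulated. Beyond the construction of each test the cause was not tested.

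With the mouse as a replicate block, the quasi-likelihood test called 0 genes, with 569 at an unadjusted p below 0.05. The replicate block with the likelihood ratio test and no filter called 208 (53 higher, 155 lower), of which 93 were in the table (20 higher, 73 lower). Of the marker lists, the block brought the leukocyte list to an adjusted p of 0.0394 in camera, from 0.0517, and to 0.131 in fry, from 0.0349. In the quasi-likelihood test and both list tests it changed no other call of a named gene or list.

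Of 11 marker lists, 4 had an adjusted p below 0.05 in camera (both endothelial lists, hepatocyte, and stellate and fibroblast). With the correlation estimated there were 2, both endothelial. With fry there were 3, both endothelial lists and the leukocyte list, of which only 2 genes were tested. The hepatocyte median of -1.62 and the stellate median of -2.52 are therefore called only with the preset correlation, and the hepatocyte median was -0.675 without the non-LRC library of JV624. The leukocyte median of 2.14 was -1.86 with no filter, -1.29 with the replicate block, likelihood ratio test and no filter, and 4.20 without the non-LRC library of JV6314. The macrophage median of 0.44 was -3.17, -2.54 and -2.14 with no filter, the CPM filter, and the replicate block with likelihood ratio test and no filter. These lists gain genes at low counts without the filter. Small differences changed sign. The log2 fold change of Prom1 was 0.04, and -0.0053 with DESeq2 and -0.0057 with DESeq2's size factors in the edgeR fit. That of Alb was 0.01, and -0.0167 with DESeq2, -0.0618 with limma, -0.0995 with library size only, -0.0167 with DESeq2's size factors in the edgeR fit and -0.0086 after thinning. Across the fits that each left out 1 library, Epcam went from -0.0244 to 0.293, Prom1 from -0.0351 to 0.201, Alcam from -0.0325 to 0.612 and Alb from -0.138 to 0.116. For a gene with 3 counts or fewer in every library of a group, the depth of that group's libraries limits the lower bound of its fold.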

Differences from the paper's values

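The paper reports 95 differently regulated genes, and the quasi-likelihood test called 0, with 702 genes at an unadjusted p below 0.05. The paper reports 20 upregulated and 75 downregulated genes, against 0 and 0. Among the alternatives set before the data were examined, edgeR's exact test with no expression filter gave 142 genes, 30 higher and 112 lower, each within 1.5 times the paper's value, and called all 95 genes of Supplementary Table S3. The exact test with the filter gave 30 higher, also within that range of the paper's 20, but 179 in total. None of the other alternatives set before the data were examined came within that range. DESeq2, the likelihood ratio test, and the replicate block with the likelihood ratio test and no filter, called 84, 86 and 93 genes of the table, and the quasi-likelihood test called 11 with no filter and 6 without the non-LRC library of JV602. Of the settings chosen after seeing the values, the exact test on every row gave 104 genes (25 higher, 79 lower) and the newer quasi-likelihood dispersion gave 73 (12 higher, 61 lower), with 91 and 55 genes of the table.

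The paper ranks Gabrb1 as the gene most reduced in LLRCs. In the authors' deposited table Gabrb1 is at position 6 by log2 fold change among genes with an FDR below 0.05, after 5 of the 6 digestive enzyme genes that Supplementary Table S3 does not list. In the re-analysis its exact permutation p was 0.429, the smallest possible for reads in the non-LRC libraries of JV602 and JV621 alone. The paper names Panct2 as the one known non-coding transcript of the list, while GENCODE M21 gives 6 of the 20 genes listed as higher in LLRCs a type other than protein-coding, 5 of them without a name beyond a Gm number.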

Other observations

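The counts of splits for one-sided genes, for the exact test and for the endothelial list, and the depth, GC content and loss tests, were set before their results were seen. The tests of leukocytes, the pan-neuronal list and mitochondrial copies, and the counts of splits for the adjusted and unadjusted gene counts of the quasi-likelihood test, in both forms, were chosen only after the result was seen.

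The number of genes called was compared over the 35 splits of the 8 libraries into 4 and 4. In the quasi-likelihood test all 35 splits gave at least the 0 genes of the real split, and 1 other split gave 1 gene. For genes with an unadjusted p below 0.05, 4 of the 35 splits gave at least the 702 of the real split, the largest 1014. Among the 8 splits that part the libraries of every mouse, only the real one reached 702. For edgeR's exact test with no filter, only 1 split, the real one, reached 142 genes, and the next gave 37. With the newer quasi-likelihood dispersion, only 1 split, the real one, reached 73, and no other gave more than 1.

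Genes with more than 3 counts in every library of one side and 3 or fewer throughout the other numbered 51 in LLRCs, and 17 in non-LRC cells. Of the 35 splits, 4 gave at least 51 genes on one side, the largest 62, and 2 of the 8 that part every mouse did, so the number of such genes does not set LLRCs apart from other groupings of these libraries. Of the 20 genes of Supplementary Table S3 that are higher in LLRCs, 18 had every LLRC library above every non-LRC library, and 17 still did after thinning to the smallest library, which argues against unequal depth. The trend on GC content and transcript length gave the 14 genes of these that were tested a median log2 shift of 0.049. That shift is far below the median lower bound of 3.08 of the 11 of them that have one. It argues against GC content and transcript length only as far as such a trend captures them. Leukocytes in the EGFP-positive sort cannot be told apart from expression in LLRCs. Of 32 other genes in the macrophage and leukocyte lists, 2 reached the 112 counts of Ptprc summed over LLRC libraries, Cybb with 1147 (374 in non-LRC cells, higher in LLRCs in 4 of 4 mice) and Csf1r with 632 (493 in non-LRC cells), and Lck and Mpeg1 had 83 and 79. Against that, 22 of the 32 had 3 counts or fewer in all LLRC libraries together, with 0 for Coro1a, Laptm5, Cd52 and Rac2. The lists mix cell types, so low counts of many genes do not exclude a single type. Independent loss of transcripts in each non-LRC library cannot be told apart from a shared absence. The 51 genes were 5.50 times the number that the loss rates of the libraries multiply to, but 63 of 70 ordered splits gave a ratio as large, so this ratio is uninformative. Expression of these genes in LLRCs alone stays open.

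A pan-neuronal expression programme was not seen in LLRCs, but the counts cannot exclude one. Of 15 pan-neuronal genes, 3 had more than 3 counts in every LLRC library (Syt1, Map2 and Dcx), and their median log2 fold change was -0.36, between -0.53 and 0.22 with any single library left out. By mouse it was -0.518, -0.711, 0.901 and 0.5 in JV602, JV621, JV624 and JV6314, so its direction is not settled. Low counts of the other genes do not decide the question. Rab39b and Zfp711 also fell short of that count, with 2 counts in LLRCs of JV602 and 0 in LLRCs of JV621.

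No reads were counted on the 37 genes of the mitochondrial chromosome, while 7 nuclear pseudogenes held between 6.75% and 14.2% of the counts of each library. A median of 100% of the 25-base words of these pseudogenes also occur in mitochondrial transcripts, so that mitochondrial reads counted on nuclear copies are a candidate explanation. With these pseudogenes left out, 701 genes had an unadjusted p below 0.05, against 702, and 0 had an adjusted p below 0.05 in either case, so the calls cannot show an effect. No biological explanation was tested.

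Other marker lists had median log2 fold changes of -0.15 (cell cycle, 8 genes tested), 0.08 (early response and stress, 14), 0.44 (macrophage, 4), 2.14 (lymphocyte and pan-leukocyte, 2) and -1.75 (erythroid, 1). None of these had an adjusted p below 0.05 in camera. With each library left out in turn, these medians were between -0.52 and 0.45 (cell cycle), -0.21 and 0.32 (early response and stress), -0.23 and 0.50 (macrophage), 1.77 and 4.20 (lymphocyte and pan-leukocyte) and -2.31 and -0.91 (erythroid), so that the first 3 changed sign. Hemoglobin transcripts were read mostly in JV624, with Hba-a1 at 270 counts in LLRCs and 862 in non-LRC cells.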
